# Identifying metabolic adaptations characteristic of cardiotoxicity using paired transcriptomics and metabolomics data integrated with a computational model of heart metabolism

**DOI:** 10.1371/journal.pcbi.1011919

**Published:** 2024-02-29

**Authors:** Bonnie V. Dougherty, Connor J. Moore, Kristopher D. Rawls, Matthew L. Jenior, Bryan Chun, Sarbajeet Nagdas, Jeffrey J. Saucerman, Glynis L. Kolling, Anders Wallqvist, Jason A. Papin

## Abstract

Improvements in the diagnosis and treatment of cancer have revealed long-term side effects of chemotherapeutics, particularly cardiotoxicity. Here, we present paired transcriptomics and metabolomics data characterizing *in vitro* cardiotoxicity to three compounds: 5-fluorouracil, acetaminophen, and doxorubicin. Standard gene enrichment and metabolomics approaches identify some commonly affected pathways and metabolites but are not able to readily identify metabolic adaptations in response to cardiotoxicity. The paired data was integrated with a genome-scale metabolic network reconstruction of the heart to identify shifted metabolic functions, unique metabolic reactions, and changes in flux in metabolic reactions in response to these compounds. Using this approach, we confirm previously seen changes in the p53 pathway by doxorubicin and RNA synthesis by 5-fluorouracil, we find evidence for an increase in phospholipid metabolism in response to acetaminophen, and we see a shift in central carbon metabolism suggesting an increase in metabolic demand after treatment with doxorubicin and 5-fluorouracil.

## Author summary

Improvements in the diagnosis and treatment of cancer have revealed long-term side effects of chemotherapeutics, particularly cardiotoxicity. Here, we compare the cardiotoxic effects of 3 drugs, 5-fluorouracil, acetaminophen, and doxorubicin, using transcriptomic and metabolomic data. By integrating these data into a genome-scale metabolic network reconstruction of the heart, we were able to identify metabolic adaptations in response to cardiotoxicity that avoided detection in traditional gene enrichment and metabolomic techniques. Using this approach, we confirm known mechanisms of doxorubicin-induced cardiotoxicity and provide hypotheses and potential mechanisms for metabolic adaptations in cardiotoxicity for 5-fluorouracil, doxorubicin, and acetaminophen. We hope future work using our novel paired transcriptomic and metabolic characterization of *in vitro* cardiotoxicity can help improve the current network heart model and further characterize the role of chemotherapeutics in cardiotoxicity.

## Introduction

Multiple chemotherapeutics have been identified as increasing the incidence of cardiovascular events, both in the short- and long-term following treatment, now termed cardiotoxicity [1]. It is now well-established that multiple chemotherapeutics are associated with adverse cardiovascular events, such as left ventricular dysfunction and chronic heart failure [1]. However, mechanisms of cardiotoxicity are not well understood. Recently, changes in glucose uptake have been noted to precede clinical measures of heart dysfunction in both spontaneously hypertensive rats [2] and in patients undergoing chemotherapy with known cardiotoxic drugs [3–4], suggesting that broad metabolic adaptations to drug treatment may yield insight into mechanisms of cardiotoxicity.

Genome-scale metabolic network reconstructions (GENREs) provide an opportunity to mechanistically connect changes in metabolites with changes in transcriptomics, identifying potential mechanisms for the production of metabolites. GENREs provide a mechanistic representation of cellular metabolism, including the stoichiometric coefficients for metabolic reactions and the connectivity between genes and the individual reactions they govern. Previous studies have used transcriptomics data with metabolic network reconstructions to study metabolic adaptations in hepatotoxicity [5–7] and nephrotoxicity [8–9], though the study of cardiotoxicity using metabolic network reconstructions is currently unexplored.

In the current study, we integrate paired transcriptomics and metabolomics data with a novel heart-specific genome-scale metabolic network (GENRE) [10] to predict metabolic adaptations in cardiotoxicity. Paired transcriptomics and metabolomics data were collected for primary rat neonatal cardiomyocytes exposed to three compounds: 5-fluorouracil (5FU), acetaminophen (Ace), and doxorubicin (Dox). Both Dox and 5FU were selected based on their established cardiotoxicity [11–12] while Ace was chosen based on previous studies exploring hepatotoxicity and nephrotoxicity [5,8]. Furthermore, Dox has multiple hypothesized mechanisms of toxicity [11] whereas 5FU does not have established hypotheses for mechanisms of cardiotoxicity [12]. Integrating multiple forms of omics data with functional models of metabolism yields unique insight into potential metabolic adaptations in cardiotoxicity. Through this integrated approach, we (a) recapitulate published metabolic adaptations in 5FU and Dox cardiotoxicity, (b) propose new metabolic adaptations in Ace cardiotoxicity, and (c) propose the role of shifts in key metabolic reactions as representative of increased metabolic demand in 5FU and Dox in response to the primary chemotherapeutic mechanisms of action.

## Results

### Optimizing concentrations of compounds to characterize in vitro cardiotoxicity

Given that most toxicity studies have limited rationale for their chosen drug concentrations, we aimed to deliberately choose cardiotoxic concentrations of 5-fluorouracil (5FU), acetaminophen (Ace), and doxorubicin (Dox) for our *in vitro* studies. For the purposes of this study, cardiotoxic concentrations were defined as the concentration that elicited a significant decrease in cell viability without a significant increase in cell death compared to the control at 24 hours (Fig 1). 10 mM 5FU and 2.5 mM Ace elicited a significant decrease in cell viability at 24 hours without a significant increase in cell death. 1.25 μM Dox induced a significant decrease in cell viability but also a significant increase in cell death at 24 hours (Fig 1).

**Fig 1:**
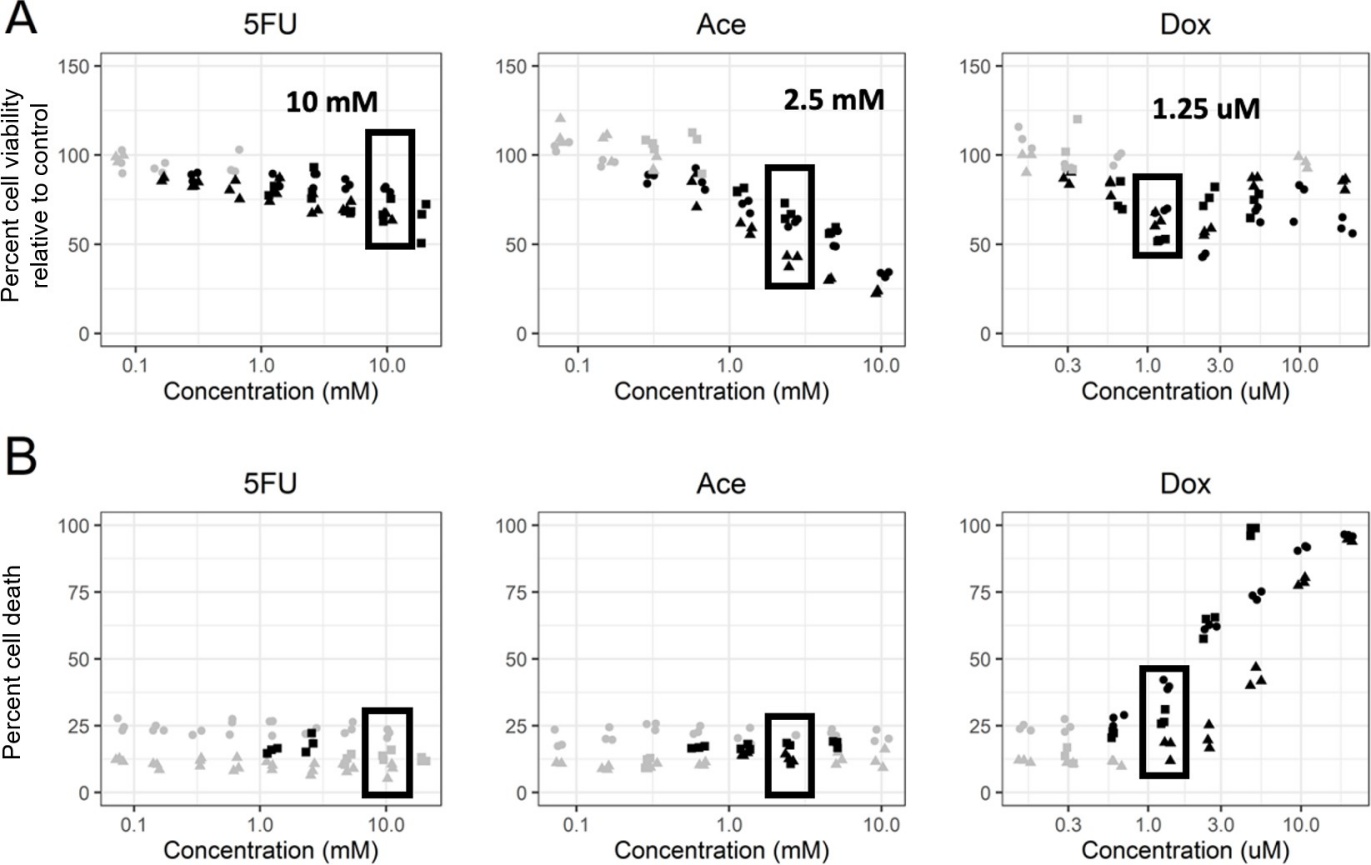
Choosing cardiotoxic drug concentrations that elicited a change in metabolism without a significant increase in cell death. (A) Percent cell viability with respect to controls was measured for a range of concentrations for the chosen compounds. The shapes represent different biological replicates. Black dots indicate a statistically significant change from the control condition, determined using Dunnett’s test with a p-value < 0.05. Boxes indicate the concentrations chosen for the experimental studies. (B) Percent cell death calculated using a PI/Hoescht stain. The shapes represent different biological replicates. The black dots indicate a statistically significant change from the control condition, calculated using Dunnett’s test with p-value < 0.05.

As with previous studies [5,8], paired transcriptomics and metabolomics data were collected at both 6 (S1 Fig) and 24 hours (Fig 1) after drug exposure to capture early and late toxicity. 

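The RNA measured here came from primary neonatal rat cardiomyocytes, heart muscle cells cultured from newborn rats, that were treated with 10 mM 5FU, 2.5 mM Ace or 1.25 μM Dox for 6 or 24 hours. Each drug was dissolved in DMSO, so there were 2 control groups: DMSO1, with the 1% DMSO of the 5FU wells, and DMSO2, with the 0.25% DMSO of the Ace and Dox wells. The cells of several litters were mixed before plating, so the libraries of a group are parallel cultures of a shared cell preparation and not cells of different animals. At 6 hours there were 6 libraries each for 5FU, Ace and DMSO1 and 7 each for Dox and DMSO2, and at 24 hours there were 6 each for 5FU and DMSO1 and 7 each for Ace, Dox and DMSO2. The authors assigned the reads to rat transcripts with kallisto, summed transcripts to genes with tximport, and removed genes with low counts in all samples. The values analysed here are the resulting estimated counts as whole numbers, without normalization, for 14554 genes with Entrez identifiers in 65 libraries. Gene symbols were taken from the annotation of the rat assembly GRCr8, which names 14009 of these identifiers. The authors used an earlier annotation. The total count per library at 6 hours was 19216512 to 21195559 (median 20797699.5) for 5FU, 17448486 to 22379517 (median 19005814) for Ace, 17224055 to 20365077 (median 18998231) for Dox, 20344995 to 21970914 (median 20909342.5) for DMSO1 and 18436756 to 21848389 (median 19219714) for DMSO2. At 24 hours it was 16326299 to 20016369 (median 18783611.5) for 5FU, 17449579 to 20923087 (median 20473400) for Ace, 15921229 to 25738297 (median 16492469) for Dox, 14332827 to 19512827 (median 17718893) for DMSO1 and 17277845 to 21413498 (median 18506851) for DMSO2. The highest total belongs to library 7 of Dox at 24 hours. Libraries are numbered within each group only as labels, because the table gives no replicate numbers. Every gene had an estimated count of at least 10 in at least 6 libraries, and 11908 genes had at least 10 in every library, so most fold changes rest on counts well above the sampling noise. Over the 180 pairs of libraries from the same group the chi-square statistic per gene was at least 2.98, above the value of 1 that sampling alone gives, so no pair looks like the same library counted again. The filter applied here, a count of at least 10 in at least 1 library, removed nothing further. Counts were scaled with edgeR's TMM factors (0.859 to 1.07), and 1 quasi-likelihood model was fitted to all 10 groups with group as the only term. Each drug was compared with its own control at its own time point, and a gene was counted as a DEG at an FDR below 0.01, the threshold of Fig 2C.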

There was no significant increase in cell death for any compounds for our chosen concentrations at 6 hours. There was a significant decrease in cell viability for the chosen concentration of Ace at 6 hours, indicating that Ace has an early but sustained effect on cell metabolism in cardiomyocytes (S1 Fig).

### Unsupervised machine learning of transcriptomics and metabolomics data highlights underlying drug-induced shifts in cellular activity

In order to identify the largest sources of variability between the conditions, individual samples for either transcriptomics (transcript counts) or metabolomics (metabolite abundances) data were clustered in an unsupervised fashion using Principal Component Analysis (PCA) (Fig 2). For reference, the 5FU condition is paired with the DMSO1 control (1% DMSO) and the Ace and Dox conditions are paired with the DMSO2 control (0.25%) (Methods). 

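Counts were variance-stabilized with DESeq2 and Euclidean distances between libraries were compared between treated and control libraries by PERMANOVA (100000 permutations, which shuffle the treated and control labels within a time point). At 6 hours, 19 treated and 13 control libraries gave F = 9.45, with treatment taking up 24.0% of the variance (permutation p = 5e-05). At 24 hours, 20 treated and 13 control libraries gave F = 10.6 and 25.5% (permutation p = 0.00041). Without the Dox libraries treatment took up 30.6% of the variance at 6 hours (F = 10.1, permutation p = 1e-05, the smallest that number of permutations can give) and 40.3% at 24 hours (F = 16.2, permutation p = 2e-05). With Bray-Curtis distances on counts divided by size factors the shares were 27.0% (F = 11.1, permutation p = 1e-05) and 29.1% (F = 12.7, permutation p = 0.00013). The treated group mixes 3 drugs that differ from one another, so these shares describe treated against control as a whole and not any single drug.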

For the transcriptomics data, within each time point, the control conditions (DMSO1 and DMSO2) separate from the treatment groups (5FU, Dox, and Ace) (PERMANOVA for treatment vs control, p-value < 0.001 for both 6 and 24 hour timepoints) (S2A Fig). 

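A PCA of the variance-stabilized counts over all 65 libraries, with each gene scaled to unit variance, put 35.4% of the variance on the first component (jackknife SE 4.29) and 18.8% on the second (jackknife SE 1.43). On the first component the Dox libraries had a mean ± SD of 49.7 ± 3.15 at 6 hours and 189 ± 5.33 at 24 hours, while the means of the other 8 groups ran from -47.9 to -11.0. The lowest Dox library lay 49.0 units above the highest library of any other group, a gap several times the SD within any group. On the second component the highest 24-hour library lay below the lowest 6-hour library, so that all 1056 pairs of a 6-hour and a 24-hour library were ordered the same way. The shares depended on the gene set: over the 500 genes with the largest variance, without scaling, the first component took up 66.4% and the second 13.5%.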

The first principal component separates by the Dox treatment and the second principal component separates samples by time, 6 versus 24 hours. A gene enrichment analysis of the top 100 genes in the first principal component using the Hallmark pathways from the Molecular Signatures Database (MsigDb) [13–14] identified the p53 pathway as the only significantly enriched pathway, suggesting that Dox induces a unique response through the p53 pathway compared to the other compounds. 

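The Hallmark pathways are not among the files analysed here, so lists of genes written by hand stood in for them. The overlap of each of 31 lists with the 100 genes of largest loading was tested with a one-sided Fisher's exact test against all 14554 genes. On the first component, 2 of the 28 p53 target genes tested were among the 100 (Ei24 and Plk2), against 0.192 expected (Fisher's exact p = 0.016, 0.33 after Benjamini-Hochberg adjustment over both components). The list with the smallest p was that of phospholipid synthesis, with 4 of 28 genes (Agpat3, Chka, Etnk2 and Ptdss1; Fisher's exact p = 3.8e-05, adjusted 0.0023). Without scaling the genes, 1 of its genes was among the 100. The 5 largest loadings belonged to Hist1h2ai, Sox8, Nop16, Nalf2 and Slc31a1. Of the 100 genes, 82 had a loading that rose towards the Dox libraries. In Dox at 6 hours Ei24 had a log2 fold change of 1.18 (SE 0.048) and Plk2 of 1.51 (SE 0.090), and at 24 hours 2.32 (SE 0.050) and 2.97 (SE 0.094), with edgeR's quasi-likelihood FDR at most 4.3e-23 in all 4 comparisons. From the enrichment of the p53 pathway among these genes the paper proposes a response to Dox that is distinct from that to the other compounds.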

The main function of the p53 pathway is to monitor cell division, including DNA replication [15]. Two of the proposed chemotherapeutic mechanisms of action of Dox are intercalation with DNA and the inhibition of topoisomerase II [16]; both mechanisms would therefore elicit a response from the p53 pathway. The second principal component separates between the 6-hour and 24-hour samples, including the control samples, suggesting a potential adaptation to culture conditions. 

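Between 24 and 6 hours in the controls, averaged over DMSO1 and DMSO2, edgeR's quasi-likelihood test gave 9397 DEGs of 14554 genes, 4754 higher and 4643 lower at 24 hours, of which 1249 changed by at least 1 on the log2 scale. The number ranged from 9196 to 9404 when each control library was left out in turn. All 169 pairs of a 6-hour and a 24-hour control library were ordered the same way along the second component, with means ± SD of 44.8 ± 11.6 (DMSO1) and 26.3 ± 12.9 (DMSO2) at 6 hours against -61.2 ± 7.04 and -64.2 ± 7.31 at 24 hours. The labels give no date or batch of library preparation, so a batch that coincided with the time point could not be told apart from time. Because the untreated cells separate along the same axis, the paper proposes that the cells adapt to the culture conditions.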

A gene enrichment analysis for the top 100 genes in the second principal component identifies Myc targets as uniquely enriched, where consistent decreased expression of the Myc pathways is consistent with a transition from the fetal gene program [17] and increased expression consistent with a response to cardiomyocyte stress [18–19].

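Of the 38 Myc target genes tested, 2 (Phb1 and Ran) were among the 100 genes of largest loading on the second component, against 0.261 expected (Fisher's exact p = 0.028, adjusted 0.43), and none were when the genes were left unscaled. The list of cholesterol synthesis had as many (Acat2 and Ebp; Fisher's exact p = 0.013, adjusted 0.33). The largest loadings were those of Eif5a, Banf1, Cct7, Dad1 and Anxa2. Over the whole Myc list, 35 of 38 genes were lower and 0 higher at 24 than at 6 hours in the controls (adjusted over the list alone: 35 and 0), with a median log2 fold change of -0.56 (camera FDR 3.2e-13). Myc itself changed by -0.029 (SE 0.10; edgeR's quasi-likelihood FDR 0.80). The Myc list is a hand-written one and is smaller than the Hallmark sets, which limits an overlap test on 100 genes.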

**Fig 2:**
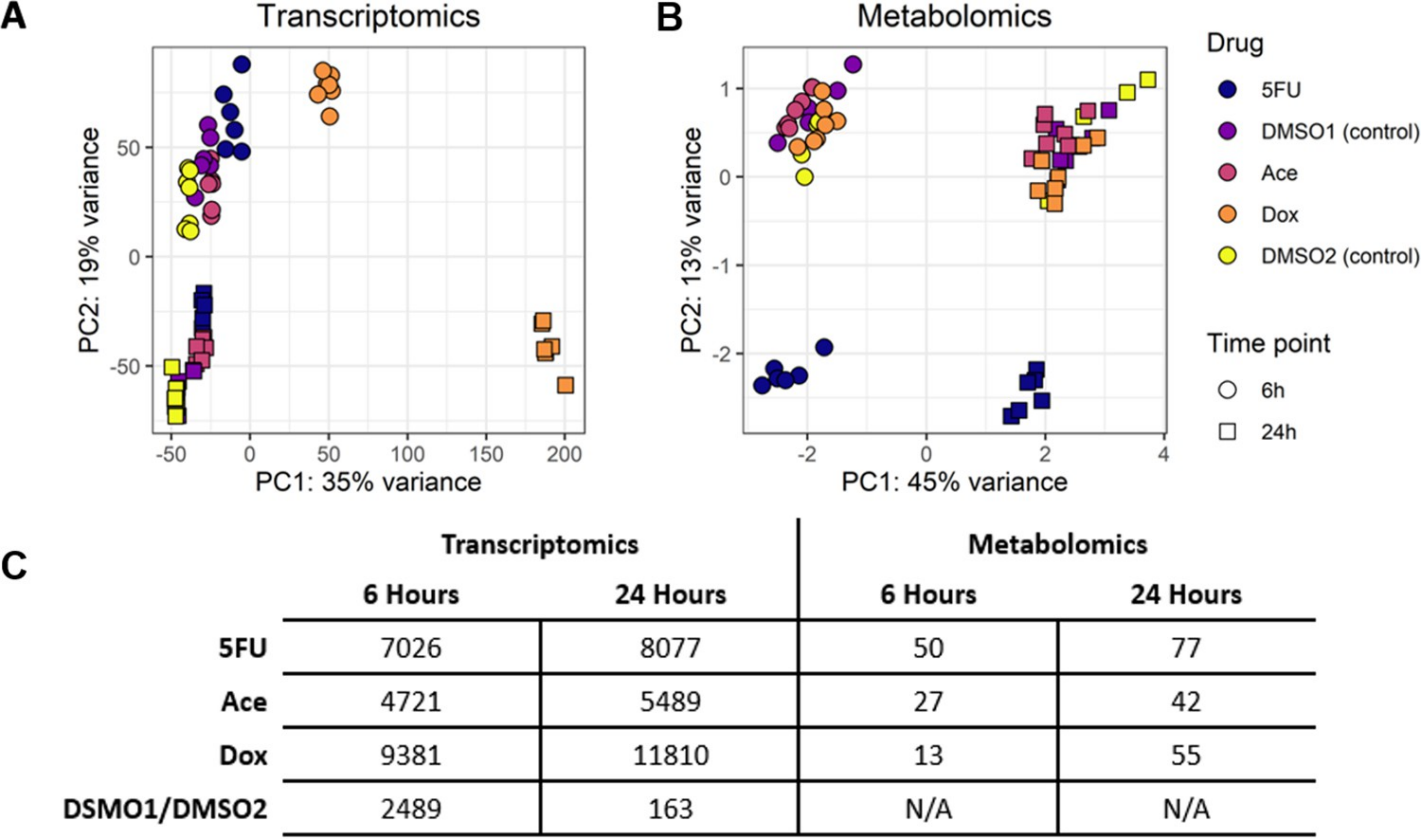
PCA of transcript counts (A), PCA of scaled metabolite abundances (B), and table of protein-coding DEGs (C) for the three compounds and two DMSO concentrations at 6 and 24 hours. (A) PCA of transcript counts separate by time and treatment condition, specifically the Dox treatment. (B) PCA of scaled metabolite abundances separate by time and treatment condition, specifically the 5FU treatment. (C) Quantification of the number of differentially expressed genes and differentially changed metabolites for each condition including between DMSO1 and DMSO2. DEGs were genes with an FDR < 0.01 and differential metabolites were metabolites with an FDR < 0.1.

A PCA of log-scaled and median-centered metabolite abundances separates in the first principal component by time and in the second principal component by the 5FU treatment (Fig 2B). As with the transcriptomics data, the clear separation by time point suggests a potential adaptation of the primary cells to *in vitro* culture conditions. A bi-plot (S2B Fig) of the top 10 metabolites responsible for the PCA separation identifies erythritol, a derivative of glucose metabolism [20], and ethylmalonate, a branched chain fatty acid, for primary separation in the first principal component, suggesting a change in glucose and fatty acid metabolism over time, though it is unclear in which direction this change occurs. The second principal component is separated by the 5FU treatment. Given that the chemotherapeutic mechanism of action of 5FU is acting as an analogue for uracil and interfering with RNA synthesis [21], it is not surprising to see clear separation in the metabolomics data for cells treated with 5FU. A bi-plot (S2B Fig) of the top 10 metabolites responsible for the separation identifies uracil, phosphate, and 2-deoxyuridine as primarily driving separation in the second principal component, indicating changes in uracil synthesis and general metabolism as separating 5FU from the other conditions. However, in contrast to the transcriptomics results, there is no clear separation among any conditions, except for 5FU treatment. This lack of separation could result from the number and type of metabolites that were profiled or could suggest a more nuanced change between the Dox and Ace conditions and their respective controls. Finally, the number of differentially expressed genes (DEGs) and differentially changed metabolites were quantified for each treatment and time point (Fig 2C, S1 Table). We see the least amount of DEGs in the DMSO concentration comparison, but it does appear to have a short-term effect on transcription at 6-hours. 

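Between the 2 DMSO concentrations, edgeR's quasi-likelihood test gave 2397 DEGs at 6 hours, 1436 higher and 961 lower in DMSO1, and 63 at 24 hours, 20 higher and 43 lower. At 24 hours 2370 of 14554 genes had an unadjusted p below 0.05, and 8 DEGs changed by at least 1 on the log2 scale, against 165 at 6 hours. With scaling by library size only the direction of the calls turned around: 723 DEGs were higher and 1720 lower at 6 hours (2443 in all), and 71 were higher and 17 lower at 24 hours (88 in all). A fit of the 2 compared groups alone gave 1565 DEGs at 6 hours and 17 at 24 hours. Leaving out each library in turn gave 1655 to 2892 DEGs at 6 hours and 10 to 162 at 24 hours, the lowest number at 24 hours being that without library 1 of DMSO1. The largest increases at 6 hours were those of Nppb (log2 fold change 3.78, SE 0.34, FDR 1.1e-12), Scn3b (3.47) and Xirp2 (3.39), and the largest decreases those of Cldn5 (-1.38), Plppr4 (-1.30) and Igfbp5 (-1.24). Nppb varied widely among the 6 DMSO1 libraries, from 30.7 CPM (counts scaled to a common library total) in the lowest and 196 in the second lowest to 883 in the highest, against 28.0 to 40.2 in DMSO2. At 24 hours the 3 largest increases rested on library 1 of DMSO1: without it Pinlyp fell from 1.99 to 0.61, Ano3 from 1.57 to 0.12 and Ankrd13d from 1.18 to 0.36. The largest decreases were those of Corin (-0.77), Serpine2 (-0.68) and Mrgprf (-0.66). Corin missed the threshold in 8 and Mrgprf in 5 of the 13 fits that each left out a library. From the DEGs at 6 hours the paper proposes a short-term effect of the DMSO concentration on transcription.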

As was expected from the PCAs, the Dox condition has the largest number of DEGs at both 6 and 24-hours while the 5FU condition has the largest number of differentially changed metabolites at the 6 and 24-hour conditions.

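At 6 hours edgeR's quasi-likelihood test gave 6971 DEGs for 5FU, 4619 for Ace and 9349 for Dox, and at 24 hours 8117, 5418 and 11846, the last being 81.4% of all genes tested. With at least a change of 1 on the log2 scale required as well, the change of setting that moved these numbers most, they were 877, 384 and 2235 at 6 hours and 1490, 891 and 5688 at 24 hours, in the same order of drugs. The ranking held in every fit that left out a library of the compared groups: 6543 to 6807 (5FU), 4246 to 4452 (Ace) and 9081 to 9229 (Dox) at 6 hours, and 7715 to 8304, 5082 to 5351 and 11708 to 11756 at 24 hours. A test of the difference between the 24-hour and the 6-hour effect gave 5755 genes for 5FU, 1694 for Ace and 9424 for Dox at the same FDR. Of these, 812 (Ace) and 4946 (Dox) had a more positive log2 fold change at 24 hours, and with library size only 1402 of 1819 and 6234 of 9613, a scaling under which the median difference over all genes was 0.27 for Dox. In Dox, Nkx6-1 was at least 7.795-fold higher at 6 hours and at least 453.1-fold higher at 24 hours, and Bhlhe23 at least 314.9-fold higher at 24 hours. These are lower bounds, because the DMSO2 libraries had at most 2 counts. Ppp2r2c rose by 5.59 and 8.89 on the log2 scale, Lrrc10 changed by -7.14 (-8.22 without library 2 of Dox) and -7.36, G0s2 by -4.66 at 6 hours, Sphkap by -6.32 at 24 hours, and Cldn5 was at least 137.7-fold lower at 24 hours. In 5FU the largest changes at 6 hours were those of Gdf15 (3.84), Tg (3.67) and Atf3 (2.19) upwards and B3galt2 (-3.10), Cldn5 (-3.01) and Fibin (-3.00) downwards. At 24 hours they were those of Tg (2.72; 3.43 without library 1 of DMSO1), Adprhl1 (2.27), Gtse1 (2.19; 3.08 without that library), Col6a6 (-3.99), Car3 (-3.51) and C6h14orf180 (-3.35). In Ace they were Fam222a (2.29), Sbk1 (1.98; 2.61 without library 2 of DMSO2), Nptx2 (1.97), Cemip (-1.86), Epn3 (-1.72) and Cdc20 (-1.70) at 6 hours and Gdf15 (3.15), Plk5 (2.94), Ddias (2.82), Aspn (-3.43), Sfrp2 (-2.69) and Dpep1 (-2.27) at 24 hours. The counts of Sbk1 fell where those of the gene with Entrez identifier 103690016 rose and the other way round within groups, so its value alone is uncertain.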

### Gene enrichment and metabolomics data identify common signatures of toxicity but cannot readily identify mechanisms of cardiotoxicity

The large number of DEGs for each condition necessitates an enrichment approach to identify changed pathways that are shared across conditions and time points and could therefore be suggestive of a common mechanism of cardiotoxicity. Pathway enrichment analysis was performed using the 50 Hallmark gene sets defined in the MsigDB [13] (Fig 3A). Given the large number of DEGs, it was necessary to use both a lower FDR cutoff to define differential expression and a higher p-value cutoff for enriched gene sets; genes were considered differentially expressed with an FDR < 0.01 and gene sets were enriched with a BH-adjusted p-value < 0.1. Consistent with their known mechanisms of chemotherapeutic efficacy, the 5FU and Dox conditions are enriched for genes related to DNA repair at both the 6 and 24-hour timepoint. 

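Each hand-written list was tested in each of 8 comparisons (248 tests, adjusted together) with camera, which asks whether the genes of a list shifted relative to all other genes at a preset correlation of 0.01 between them, and with a one-sided Fisher's exact test for an excess of DEGs. Lists counted as changed at an FDR below 0.1, the paper's threshold for gene sets. Of 60 DNA repair genes, 15 were higher and 13 lower as DEGs in 5FU at 6 hours (adjusted over the list alone: 15 and 13), 21 higher and 14 lower in Dox at 6 hours (21 and 14), 25 higher and 13 lower in 5FU at 24 hours (26 and 13) and 24 higher and 22 lower in Dox at 24 hours (24 and 22). The median log2 fold changes were 0.0073, 0.10, 0.17 and 0.041, with camera FDRs of 0.85, 0.41, 0.16 and 0.62. The Fisher's exact FDRs were 1, 1, 0.56 and 1. The median changed sign with library size only for 5FU (-0.067) and Dox (-0.051) at 6 hours, was -0.032 for 5FU at 6 hours without library 6 of 5FU, and was 0.091 for Dox at 24 hours without library 4 of Dox. In Ace the list rose, with 20 higher and 4 lower at 6 hours (median 0.12, camera FDR 0.0040) and 31 higher and 6 lower at 24 hours (median 0.24, camera FDR 3.1e-07). Single genes did respond in 5FU and Dox: Pcna changed by 0.70 in 5FU and 1.06 in Dox at 24 hours (edgeR's quasi-likelihood FDR 2.5e-15 and 4.4e-26), Brca1 by 1.99 in Dox at 24 hours (FDR 7.4e-28), and Xpc by 0.37 in 5FU at 6 hours (FDR 9.0e-09) but -0.028 in Dox (FDR 0.61), where DESeq2's size factors gave it the other sign (0.0059) and library size only a decrease past the threshold (-0.18, edgeR's quasi-likelihood FDR 0.0026). Camera is sensitive to shared variation: fry kept 9 of 9 calls of camera for 5FU, 9 of 9 for Ace and 10 of 10 for Dox at 6 hours and 11 of 11, 16 of 17 and 11 of 11 at 24 hours, but with the correlation estimated for each list only 4 calls remained, all for Ace at 24 hours. An exact permutation of the libraries on each list's mean, added after the data were seen, kept 9, 8 and 10 of those calls at 6 hours and 11, 15 and 11 at 24 hours. Unlike camera, that permutation called DNA repair in 5FU at 6 hours (adjusted p 0.088) and 24 hours (0.0049) and in Dox at 6 hours (0.0051). Fry called it in Dox at 6 hours (FDR 0.0024) and 24 hours (FDR 1.5e-07) and in 5FU at 24 hours (FDR 9.2e-07). The permutation did not call it in Dox at 24 hours, nor fry in 5FU at 6 hours. The number of calls by camera was not beyond that of other groupings. Among 100 splits of the same libraries, 79, 64 and 51 gave as many called lists or more at 6 hours and 25, 8 and 29 at 24 hours. Of the 31 lists, the permutation called 19, 13 and 29 at 6 hours and 27, 22 and 26 at 24 hours. Fry called 22, 16 and 24, and 21, 22 and 29. Both thus called most lists in most comparisons, so a single call by either says little about that list in particular. The paper states that the enrichment of DNA repair genes matches the known mechanisms of both chemotherapeutics.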

As with the PCA data, the p53 pathway is enriched for the Dox condition at both 6 and 24 hours as well as enrichment in at least one timepoint for the other two conditions. 

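Of 28 p53 target genes, 19 were higher and 3 lower as DEGs in Dox at 6 hours and 25 higher and 2 lower at 24 hours (adjusted over the list alone: 19 and 3, and 25 and 2), with median log2 fold changes of 0.91 (camera FDR 2.9e-06) and 1.97 (camera FDR 7.6e-07). In 5FU the medians were 0.66 at 6 hours (camera FDR 7.7e-07) and 0.41 at 24 hours (camera FDR 5.7e-05), and in Ace 0.30 (camera FDR 0.00021) and 0.41 (camera FDR 1.3e-06). The list mean lay above every control library in every library of all 6 groups (exact two-sided permutation p = 0.0022 for 5FU at both time points and 0.00058 for Ace and Dox, the smallest they can give), and no scaling changed the direction. The excess of DEGs among the genes was called by Fisher's exact test in 5FU at 6 hours (FDR 0.037) and Ace at 24 hours (FDR 4.0e-05) and not in Dox (FDR 0.41 at 6 hours and 0.18 at 24 hours), where 64.2% and 81.4% of all genes were DEGs.
Cdkn1a, a direct target of p53 that halts the cell cycle, rose by 1.87 (5FU), 0.70 (Ace) and 2.46 (Dox) at 6 hours and 2.10, 1.17 and 3.44 at 24 hours. That of Ace at 6 hours (edgeR's quasi-likelihood FDR 0.0088) missed the threshold in all 13 fits that each left out a library (0.68 to 0.71). It also missed it with library size only (0.66, edgeR's quasi-likelihood FDR 0.011). The fit of the compared groups only kept the call, and all 6 Ace libraries (225 to 241 CPM) were above all 7 DMSO2 libraries (134.5 to 155). The value for 5FU at 24 hours was 3.04 without library 1 of DMSO1, which had 699 CPM where the other DMSO1 libraries had 95.8 to 114. Without it Gdf15 likewise went from 1.88 to 3.06. Mdm2, which marks p53 for degradation and was high in the same library, rose by 1.82 (SE 0.16) in 5FU and 0.90 (SE 0.14) in Dox at 6 hours and by 2.81 (SE 0.15) in Dox at 24 hours, with edgeR's quasi-likelihood FDR at most 1.4e-07. The paper states that the p53 pathway is enriched in Dox at both time points, as in its PCA.

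**Figure D1:**
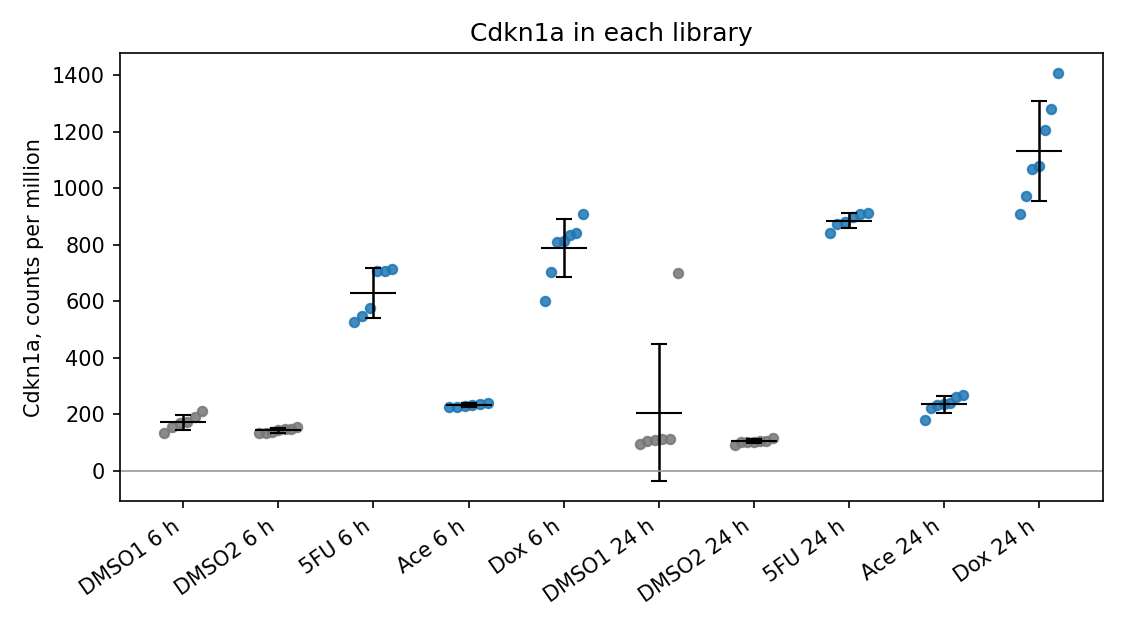
Cdkn1a in CPM (vertical axis, linear from 0) in each library (points) of the 10 groups (horizontal axis), with the mean and SD of each group as bars. The point of DMSO1 at 24 hours that lies at 699 is library 1. The other 5 libraries of that group lie between 95.8 and 114.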

Finally, genes related to oxidative phosphorylation are enriched, particularly at 6 hours, for both 5FU and Dox, consistent with changes in cellular metabolism. 

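Of 72 nuclear-encoded oxidative phosphorylation genes, 70 were higher in 5FU and 69 in Dox at 6 hours, with none lower (adjusted over the list alone: 71 and 69), and with median log2 fold changes of 0.36 (camera FDR 1.1e-13) and 0.34 (camera FDR 3.4e-08). An excess of DEGs among them was also found by Fisher's exact test (FDR 6.2e-18 for 5FU and 7.4e-09 for Dox), but none of the genes changed by 1 on the log2 scale, so with that requirement the excess was gone. At 24 hours 38 were higher and 2 lower as DEGs in 5FU (median 0.20, camera FDR 0.00023). In Dox 20 were higher and 30 lower (median -0.037, camera FDR 0.39). There the sign of the median changed with size factors (0.0048) and with library size only (0.0097). Single libraries moved it between -0.060 and -0.0013. Fry did call the list in Dox at 24 hours (FDR 0.0031). The exact permutation of the libraries called it as lower (list mean minus that of all genes -0.22, adjusted p 0.0037). In Ace none of the genes were DEGs at 6 hours and 1 higher and 10 lower at 24 hours (median -0.089, camera FDR 0.032). The difference between the 24-hour and the 6-hour effect had a median of -0.14 in 5FU (camera FDR 0.014) and -0.38 in Dox (camera FDR 7.7e-07). At 6 hours Atp5f1b, of the ATP synthase, rose by 0.39 in 5FU and 0.30 in Dox, and Cox6c, of cytochrome c oxidase, by 0.44 and 0.44. Sdha, of complex II and the TCA cycle, rose by 0.25 in 5FU at 6 hours and changed by -0.74 in Dox at 24 hours (edgeR's quasi-likelihood FDR at most 4.9e-06 for each). The rise at 6 hours may be technical with either drug. With the correlation estimated for the list, camera called it in neither (FDR 0.62 for 5FU and 0.74 for Dox). Libraries of the same group differed along a shared axis on which these genes load. Of 10000 lists matched on it, a share of 0.013 stood as far out with 5FU and 0.19 with Dox. The axis thus stays open as the cause with Dox, and a shift of short transcripts with both drugs. The genes encoded in the mitochondrial genome were not analysed here. The paper relates this enrichment to changes in cellular metabolism.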

Two pathways are enriched across all conditions at 6 hours, the E2F targets and G2M checkpoint, both of which are pathways involved in the cell cycle. 

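Of 42 genes of DNA replication, which E2F switches on before S phase, 16 were higher and 1 lower as DEGs in 5FU, 20 higher and 1 lower in Ace and 19 higher and 5 lower in Dox at 6 hours (adjusted over the list alone: 16 and 1, 21 and 1, and 19 and 4), with median log2 fold changes of 0.20, 0.29 and 0.23 and camera FDRs of 0.011, 1.0e-06 and 0.062. Of 40 genes of G2/M and mitosis, 1 were higher and 31 lower as DEGs in 5FU, 28 were lower in Ace with none higher, and 7 were higher and 20 lower as DEGs in Dox (adjusted over the list alone: 1 and 33, 0 and 31, and 7 and 20). The medians were -0.89, -0.62 and -0.23, with camera FDRs of 1.7e-12, 1.6e-14 and 0.14. For Dox the call depended on the test: the list passed with a fit of the compared groups only, with fry (FDR 0.0015) and in the exact permutation of libraries (two-sided p = 0.00058), though not with camera. The 2 lists thus moved in opposite directions at 6 hours, and no scaling changed that. Cdc20, which opens anaphase, changed by -1.48 (SE 0.12) in 5FU and -0.88 (SE 0.11) in Dox, and Pcna by 0.24 (SE 0.060), 0.59 (SE 0.058) and 0.79 (SE 0.056) in 5FU, Ace and Dox.
At 24 hours the replication list was higher than in the control in Ace (38 higher and 1 lower, median 0.95, camera FDR 6.6e-29). The difference was smaller in 5FU (16 higher and 4 lower, median 0.20, camera FDR 0.075). In Dox it had 21 higher and 12 lower (median 0.24, 0.40 without library 7 of Dox; camera FDR 0.29). The G2/M list was higher in Ace (37 higher, median 0.74, camera FDR 2.2e-21). It was not called in 5FU (median 0.00079, with a sign that changes with the scaling, camera FDR 0.72) or Dox (median 0.21, camera FDR 0.21). From 6 to 24 hours the replication and G2/M lists fell in the controls, averaged over DMSO1 and DMSO2 (medians -1.03 and -0.97). The higher values with Ace at 24 hours are thus read against controls that had fallen. Between DMSO1 and DMSO2 at 6 hours both lists were higher in DMSO1, with medians of 0.27 (camera FDR 7.7e-07) and 0.25 (camera FDR 7.7e-07).

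**Figure D2:**
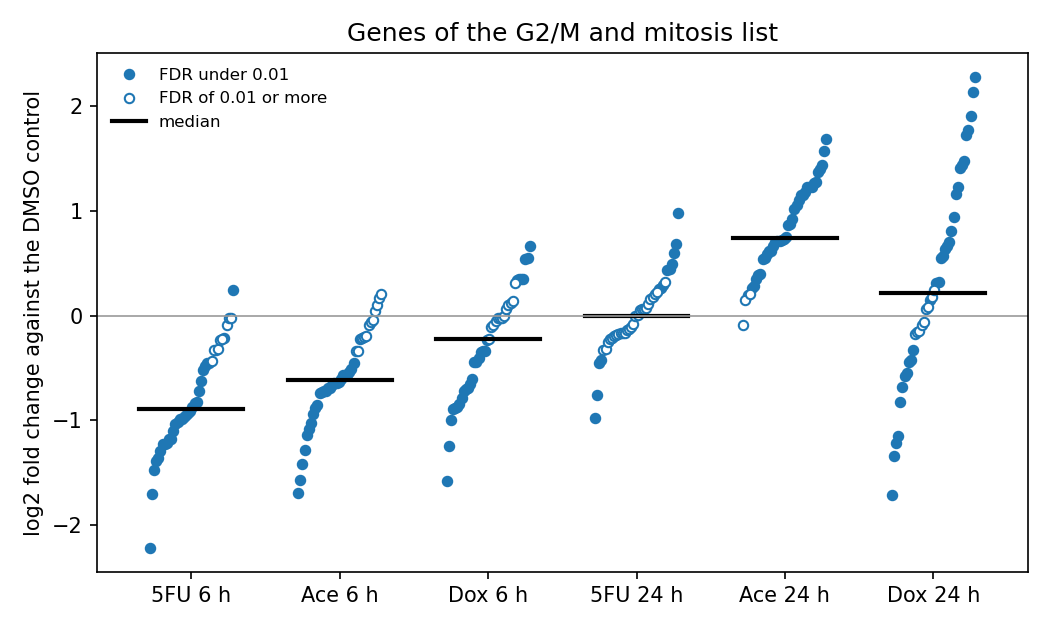
Log2 fold change (vertical axis) of each of the 40 genes of the G2/M list in the 6 drug comparisons (horizontal axis). Filled points are DEGs, open points are not, and the black line is the median. At 6 hours the medians lie at -0.89 for 5FU and -0.62 for Ace, and at 24 hours the median for Ace lies at 0.74.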

Only one pathway is enriched across all three conditions at 24 hours, the epithelial to mesenchymal transition (EMT) pathway.

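Of 59 genes of EMT and the extracellular matrix, 2 were higher and 50 lower as DEGs in 5FU, 1 higher and 41 lower in Ace and 12 higher and 36 lower in Dox at 24 hours (adjusted over the list alone: 2 and 50, 2 and 41, and 12 and 36). The median log2 fold changes were -1.09 (camera FDR 3.9e-17), -0.68 (camera FDR 1.3e-17) and -0.62 (camera FDR 0.0067), all downwards and under every scaling, and Fisher's exact test found an excess of DEGs in 5FU (FDR 3.4e-06) and Ace (FDR 4.2e-06) but not in Dox (FDR 1), where most genes of any kind were DEGs. Il6, in the list, had at most 3 counts in every library of both groups, and with its change set to 0 the median for 5FU is -1.04. Postn, a matrix protein of fibroblasts, changed by -2.64 (SE 0.15), -2.05 (SE 0.13) and -2.98 (SE 0.14) in 5FU, Ace and Dox, and Col1a1 by -1.25, -0.82 and -2.09 (edgeR's quasi-likelihood FDR at most 9.3e-06). At 6 hours 24 genes were lower in Ace with none higher (median -0.30, camera FDR 8.0e-07), and the list was not called in 5FU (median -0.16, camera FDR 0.12) or Dox (21 higher and 18 lower, median -0.014, with a sign that changes with the scaling; camera FDR 0.75).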

**Fig 3:**
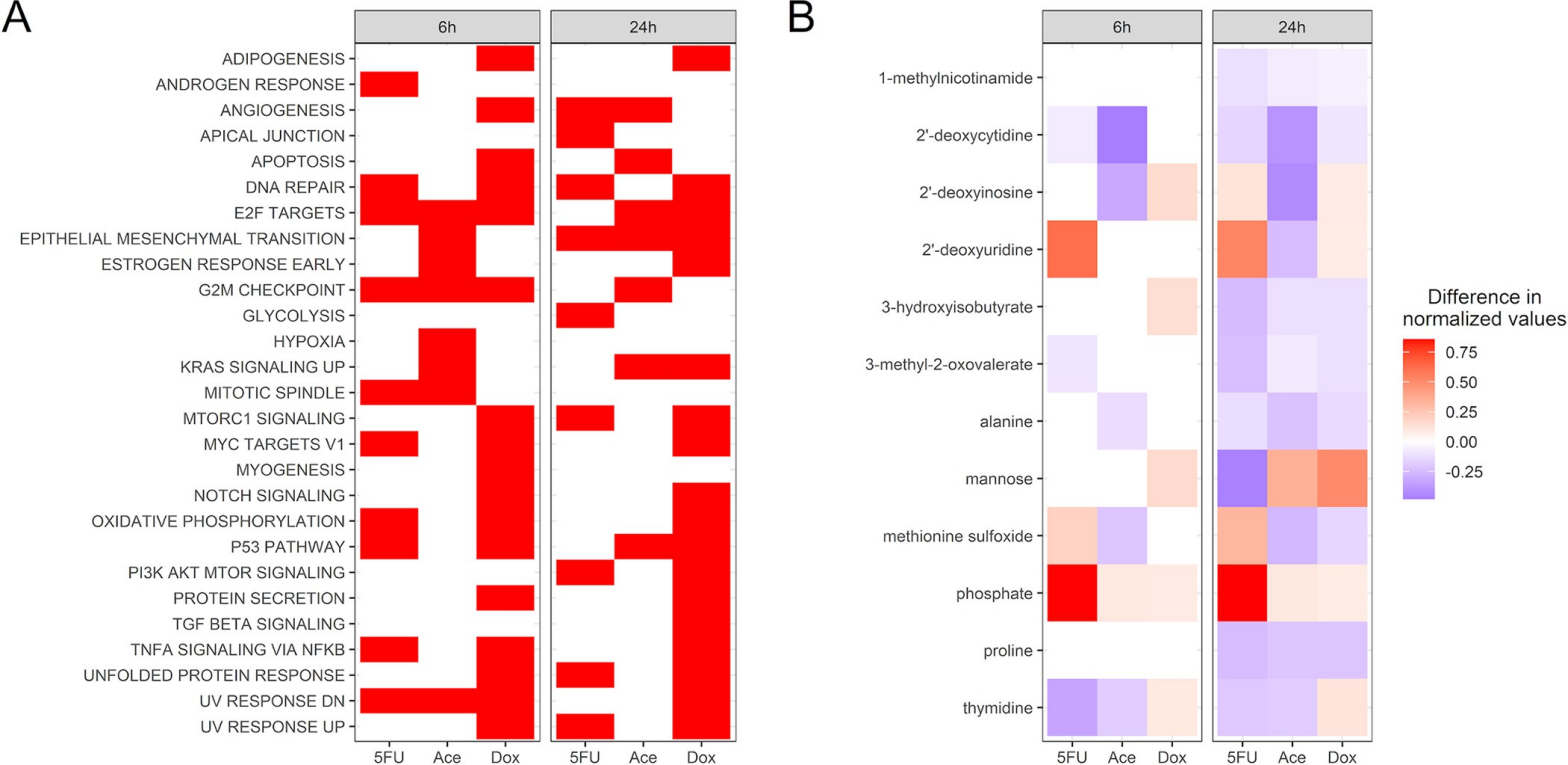
Identifying biomarkers of toxicity from the transcriptomics and metabolomics data sets. (A) Enrichment analysis for genes with an FDR < 0.01 using the Hallmark gene sets from the Molecular Signatures database. A red box indicates enrichment with a p-value < 0.1. Only gene sets that were enriched in at least condition are displayed here. (B) Metabolites that were identified to be significantly changed in production between the treatment and control (Mann-Whitney, FDR < 0.1). The color represents the mean difference in normalized metabolites between the treatment and control, where a negative value indicates decreased production and a positive value indicates increased production.

Next, metabolites were identified that were significantly changed across all conditions within a timepoint (Fig 3B). We see increased production of free phosphate for all three compounds, suggesting a significant change in metabolism for the chosen concentrations, consistent with the measured decrease in metabolic activity at the chosen concentrations (Fig 1). The 24-hour 5FU and Dox treatments show an increase in 2’-deoxyinosine production, a behavior previously seen in the presence of reactive oxygen species (ROS) stress [22]. In these groups, increased 2’-deoxyuridine is also observed, suggesting changes in DNA damage and uracil metabolism [23–24]. Metabolites were both (a) differentially consumed between conditions when compared to blank media controls (S3A Fig) and (b) produced or consumed between conditions when compared to blank media controls (S3B Fig). Of note is uracil; in the 5FU treatment condition at both timepoints, uracil was consumed more in the treatment compared to the control condition but in the Dox, Ace, and control conditions at 24 hours, uracil was produced. A metabolite that had a measured change in production between treatment and control (Fig 3B) can serve as a potential biomarker of *in vitro* cardiotoxicity; however, a specific mechanism for the change in production, and its relationship to changes in consumption, is difficult to assess. Further, there are no available methods for connecting the DEGs and differentially changed metabolites to identify metabolic adaptations during cardiotoxicity and potential genes driving those adaptations. Metabolic network reconstructions provide an opportunity to connect the measured changes in the transcriptome with the measured changes in the metabolome to identify these potential metabolic adaptations during cardiotoxicity.

### Reconstruction of a rat-specific heart GENRE from an existing human-specific heart GENRE

Paired GENREs of human (*iHsa*) and rat (*iRno*) metabolism have been published, which capture species-specific metabolic functions and species-specific gene-protein-reaction (GPR) rules [25]. However, integrating the data collected here requires a rat, heart-specific metabolic network reconstruction, which has not been published to date. A human-specific heart GENRE, *iCardio* [10], was recently published that was built from the paired human and rat GENREs, *iHsa* and *iRno*. *iCardio* was built by integrating tissue-specific protein expression data available in the Human Protein Atlas (HPA) (v18.proteinstlas.org; [26]) with the *iHsa* model followed by manual curation using pre-defined metabolic tasks. Given that *iHsa* and *iRno* were generated in parallel, the reactions included in the human-specific heart model, *iCardio*, directly map to a rat-specific heart model using the common reaction identifiers. After including these reactions, 13 rat-specific reactions were added from the general rat model, *iRno*, that had literature evidence for expression in the heart or were necessary for metabolic functions (S1 File).

Next, the metabolomics data was used to identify metabolites that were measured in the collected dataset and included in the metabolic model. 121 metabolites mapped between the metabolomics dataset and metabolites in the model with many of these metabolites showing significantly differential abundance after drug treatment (S5A Fig). 75 of these metabolites had associated exchange reactions in the general rat model, indicating that the metabolite could be either consumed or produced in the model. From these exchange reactions, 37 were added to the rat-specific heart model from the general model to ensure that constraints could be placed for either production or consumption. Manual curation is often a time-intensive process and here we demonstrate the value of metabolomics data in identifying new potential reactions that should be added to tissue-specific models of metabolism.

Before integrating the transcriptomics with the model, we first identified the number of DEGs and differentially changed metabolites that the new rat-specific heart model captures (S4A Fig). The model captures ~10% of the DEGs across all treatments and time points and between 40–65% of the differentially changed metabolites such as pyruvate and glucose. Next, in order to confirm that the metabolic genes captured in the model are still capturing the underlying variability in the data (Fig 2A), PCA was used to identify the largest sources of variability in the metabolic genes represented in the model (S4B Fig). As with the previous PCA (Fig 2), there is a similar spread in the data. Using a similar enrichment approach as before, both the glycolysis and hypoxia Hallmark pathways, among others, were enriched in the top 100 genes separating the first principal component, suggesting that a change in glycolysis may have a unique role in doxorubicin toxicity. For the second principal component, the Hallmark pathways of cholesterol homeostasis, glycolysis, oxidative phosphorylation, and fatty acid metabolism, among others, were enriched. Again, this result suggests a difference in how these cells use glycolysis and fatty acid metabolism to produce ATP, supporting our previous data as well (S2B Fig). However, as with the previous results, it is unclear from the enrichment analysis alone what is the direction of change, i.e., from the fetal gene program, as is seen in maturing cardiomyocytes, or towards the fetal gene program, as has been noted in heart failure [27]. Nonetheless, the model captures metabolic adaptations in response to drug treatment. However, as with the previous analysis, general pathway-level changes do not yield insight into potential mechanisms of cardiotoxicity.

### Integrating transcriptomics data with a rat-specific, heart GENRE predicts novel metabolic functions altered in in vitro cardiotoxicity

Gene enrichment analyses can be helpful in identifying broad changes in a data set. However, as noted above, it can be difficult to understand the relationship between DEGs and metabolic shifts, even with measured metabolomics data. Here, the Tasks Inferred by Differential Expression (TIDEs) approach [10] was used to identify metabolic functions that are associated with a significant change in gene expression using the rat-specific heart model (Fig 4). The TIDEs approach uses complex GPR rules which describe the relationship between proteins in a reaction, such as isozymes (OR relationship) and protein complex subunits (AND relationship). We use these rules with a metabolic model to assign weights based on the log fold change of DEGs to individual reactions necessary to complete a metabolic task, such as production of ATP from glucose. Metabolic tasks were identified that are significantly associated with either increased or decreased gene expression in each drug condition. Statistical significance is calculated by randomizing log fold change values to create a distribution of metabolic task scores to assign significance to the original score. Using this approach, metabolic functions that are significantly associated with changes in gene expression are used to identify metabolic adaptations that are a potential cause or result of cardiotoxicity.

**Fig 4:**
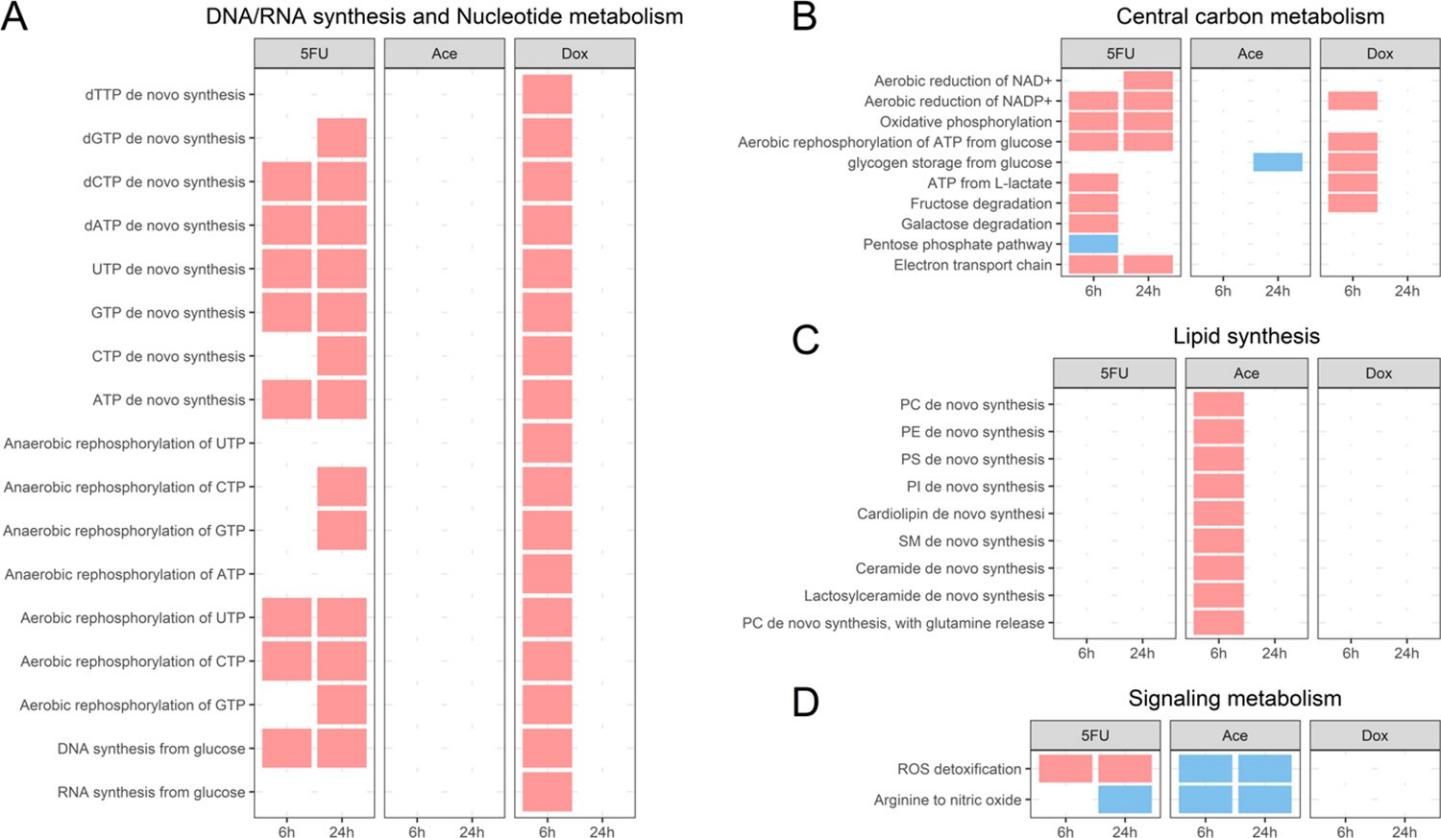
TIDEs analysis reveals distinct changes in metabolic function in response to compounds. A red box indicates significantly higher associated gene expression and a blue box indicates significantly lower associated gene expression. (A) Metabolic tasks related to DNA and RNA synthesis or nucleotide metabolism. (B) Metabolic tasks related to central carbon metabolism. (C) Metabolic tasks related to lipid membrane synthesis. (D) Metabolic tasks related to signaling metabolism.

The log fold change of metabolic genes with an FDR < 0.01 were overlayed onto the rat-specific heart GENRE (Methods). Metabolic tasks with a p-value < 0.1 were identified as differentially changed. All metabolic tasks related to DNA/RNA synthesis and nucleotide metabolism are increased in the Dox condition at 6 hours (Fig 4A). In contrast, 5FU has metabolic tasks related to production of nucleotides and nucleoside triphosphates (NTPs) increased at both 6 and 24 hours, except for anaerobic phosphorylation of NTPs at 6 hours. Together, changes in both NTPs and dNTPs metabolism suggest that both 5FU and Dox have an effect on both RNA and DNA synthesis, which were expected in Dox due its enrichment of p53-related genes. These effects on nucleotide metabolism could serve as a potential metabolic stress on the cell. Additionally, we see several uracil-related tasks to be increased as well including UTP de novo synthesis and aerobic rephosphorylation of UTP, supporting our finding that uracil is differentially utilized in response to 5FU and Dox treatment (Figs 3B, S3 and S4).

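The metabolic model behind the tasks was not used here, so hand-written lists of pathway genes, which are not the model's tasks, stood in. They were scored in a similar way: the mean over a list of the log2 fold change of its DEGs, with 0 for genes that are not DEGs. The score was set against 10000 random lists of genes of similar expression, drawn from all genes. The values given are the two-sided permutation p of the list score, with the paper's threshold of 0.1, and the Benjamini-Hochberg adjusted value over all 248 tests. The paper shuffled the weights of metabolic genes only. Random lists drawn from the metabolic lists alone, an alternative here, come nearer to that. In Dox at 6 hours the list of deoxynucleotide synthesis had 11 higher and 2 lower of 14 genes (adjusted over the list alone: 11 and 2; score 0.37 against a random mean of -0.12, permutation p = 0.01, adjusted 0.038). Purine de novo synthesis had 6 higher and 1 lower of 13 (list score 0.18, permutation p = 0.14), pyrimidine de novo synthesis 2 higher and 1 lower of 6 (list score 0.050, permutation p = 0.62) and nucleotide phosphorylation 5 higher and 3 lower of 11 (list score 0.15, permutation p = 0.26). The RNA polymerases had 10 higher and 5 lower of 22 (list score 0.15, permutation p = 0.083, adjusted 0.23). The median log2 fold change of the deoxynucleotide list, 0.40, was positive under every scaling, while those of the others, 0.15 (purine), 0.092 (pyrimidine), 0.075 (phosphorylation) and 0.042 (polymerases), turned negative with library size only (-0.0081, -0.061, -0.079 and -0.11). Tyms, which makes dTMP, rose by 0.90 (SE 0.072), Rrm2, the small subunit of ribonucleotide reductase, by 0.66 (SE 0.12) and Cad, which starts pyrimidine synthesis, by 0.40 (SE 0.059), while Dhodh changed by -0.54 (SE 0.11), with edgeR's quasi-likelihood FDR at most 8.4e-06 for all 4 genes.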

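In 5FU at 6 hours purine de novo synthesis had 4 of 13 genes lower and none higher (adjusted over the list alone: 4 lower and 0 higher; median log2 fold change -0.10, permutation p of the list score = 0.46, adjusted 0.75), and nucleotide phosphorylation had 4 higher and 2 lower of 11 (median 0.14, permutation p = 0.42). At 24 hours the numbers were 3 higher and 3 lower for purine synthesis (median 0.030, permutation p = 0.57) and 4 higher and 1 lower for phosphorylation (median 0.14, permutation p = 0.31). Deoxynucleotide synthesis had 2 higher and 1 lower of 14 at 6 hours (median 0.12, permutation p = 0.31) and 5 higher and 4 lower at 24 hours (median 0.18, permutation p = 0.45). None of these scores passed the threshold of 0.1. Against random lists drawn from the metabolic lists alone, purine synthesis at 6 hours did (score minus random mean -0.15). Other tests pointed upwards. Fry and the exact permutation of the libraries called deoxynucleotide synthesis and nucleotide phosphorylation as higher at both time points. That permutation also called purine and pyrimidine synthesis as higher at 24 hours. Tyms, the gene of the enzyme that a metabolite of 5FU inhibits, changed by 0.12 (SE 0.078, edgeR's quasi-likelihood FDR 0.19) at 6 hours and 0.087 (SE 0.079, FDR 0.34) at 24 hours, and Rrm2 by 0.42 (SE 0.14, FDR 0.0098) at 24 hours.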

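The list of pyrimidine de novo synthesis, which ends in UTP and CTP, had 3 of 6 genes lower and none higher in 5FU at 6 hours (adjusted over the list alone: 3 and 0), with a median log2 fold change of -0.27 under a permutation p of the list score of 0.33 (adjusted 0.61), and 2 higher and 1 lower at 24 hours (median 0.044, permutation p = 0.95). Umps, which makes UMP, changed by -0.42 (SE 0.071, edgeR's quasi-likelihood FDR 1.1e-06) in 5FU at 6 hours, -0.13 (FDR 0.12) in 5FU at 24 hours, 0.15 (FDR 0.037) in Dox at 6 hours and -0.13 (FDR 0.067) in Dox at 24 hours. Ctps1, which turns UTP into CTP, changed by -0.37 and -0.32 in 5FU and by 0.44 and 0.65 in Dox at 6 and 24 hours (edgeR's quasi-likelihood FDR at most 2.2e-07). Nme1, which phosphorylates UDP to UTP, rose by 0.24 (FDR 0.0018) in 5FU and 0.46 (FDR 3.6e-09) in Dox at 6 hours and by 0.90 (FDR 1.1e-19) in Dox at 24 hours, and Cad by 0.27 (FDR 0.00026) in 5FU and 1.09 (FDR 9.4e-26) in Dox at 24 hours, with edgeR's quasi-likelihood test behind each FDR. The paper sets the tasks for UTP beside its separate finding on the use of uracil.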

Next, given that the Hallmark pathway of oxidative phosphorylation was enriched from the Hallmark gene set (Fig 3A), we examined changes in metabolic tasks related to central carbon metabolism (Fig 4B). 

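In 5FU the TCA cycle list had 18 of 20 genes higher and none lower at 6 hours (adjusted over the list alone: 19 and 0; median log2 fold change 0.25, permutation p of the list score = 0.0034, adjusted 0.015) and 8 higher and 5 lower at 24 hours (adjusted over the list alone: 8 and 5; median 0.13, permutation p = 0.33). Glycolysis had 7 higher and 1 lower of 21 at 6 hours (median 0.24, permutation p = 0.59) and 4 higher and 7 lower at 24 hours (median -0.10, permutation p = 0.71). Relative to random lists drawn from the metabolic lists alone, both scores for the TCA cycle and that for glycolysis at 6 hours changed sign. The TCA cycle at 6 hours then had a score minus the random mean of -0.009 and was no longer called (permutation p = 0.74). Glycolysis at 6 hours (-0.11, permutation p = 0.034) and the TCA cycle at 24 hours (-0.11, permutation p = 0.041) then passed the threshold of 0.1 as lower. So did glycolysis at 24 hours (-0.16, permutation p = 0.052). Fatty acid oxidation had 15 of 24 genes higher and none lower at 6 hours (median 0.30, permutation p = 0.001, adjusted 0.0050). The TCA cycle genes differed between the time points, with a median difference of the 24-hour and the 6-hour effect of -0.21 (camera FDR 0.0083). Citrate synthase (Cs) changed by 0.30 (SE 0.048, edgeR's quasi-likelihood FDR 3.6e-07) at 6 hours and 0.12 (SE 0.048, FDR 0.027) at 24 hours, and Idh3a by 0.17 (SE 0.050, FDR 0.0028) and 0.41 (SE 0.050, FDR 1.7e-10).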

A significant number of tasks were changed for the 5FU condition at both timepoints, indicating an overall strong metabolic shift in response to 5FU. The decrease of the metabolic task for the pentose phosphate pathway suggests that metabolic intermediates may be diverted to serve the increased metabolic demands induced by the 5FU treatment. 

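The pentose phosphate pathway list had 3 of 7 genes higher and none lower in 5FU at 6 hours (adjusted over the list alone: 2 and 0), with a median log2 fold change of 0.10 and a list score of 0.14 against a random mean of -0.0060 (permutation p = 0.31, adjusted 0.59; camera FDR 0.33). Taldo1, of its second part, rose by 0.30 (SE 0.047, edgeR's quasi-likelihood FDR 1.3e-07) at 6 hours and 0.58 (SE 0.047, FDR 1.2e-16) at 24 hours. Pgd, the enzyme that makes ribulose 5-phosphate, was not analysed here, because the table holds no counts for it. From a decrease of its task for this pathway the paper proposes that intermediates are diverted to demands raised by 5FU.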

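In Dox at 6 hours the TCA cycle list had 16 of 20 genes higher and none lower (adjusted over the list alone: 16 and 0), with a median log2 fold change of 0.25 (camera FDR 0.0021). Its list score of 0.21 was close to the random mean of 0.17 for genes of similar expression (permutation p = 0.63). Glycolysis had 12 higher and 3 lower of 21 (median 0.34, permutation p of the list score = 0.16; camera FDR 0.18). At 24 hours the TCA cycle had 3 higher and 14 lower (adjusted over the list alone: 3 and 14; median -0.38, camera FDR 0.032; score -0.43 against a random mean of -0.25, permutation p = 0.41) and glycolysis 10 higher and 8 lower (median 0.30, permutation p = 0.87). Many single genes of these lists therefore moved at 24 hours, but their mean lay within the spread of random lists of similar expression. The TCA cycle effect at 24 hours differed from that at 6 hours by a median of -0.71 (camera FDR 4.4e-06). Cs changed by 0.27 (SE 0.045, edgeR's quasi-likelihood FDR 2.4e-07) at 6 hours and -0.42 (SE 0.045, FDR 4.8e-13) at 24 hours. With library size only, Cs at 6 hours was at 0.12 and missed the threshold (edgeR's quasi-likelihood FDR 0.013). Idh3a changed by 0.14 (SE 0.046, FDR 0.0062) at 6 hours and -1.25 (SE 0.047, FDR 5.6e-34) at 24 hours.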

As with the previous set of metabolic tasks, Dox is associated with significant changes in central carbon metabolism at 6 hours but no significant changes at 24 hours.

Given that Ace is not a known cardiotoxic compound, we next identified that metabolic tasks related to lipid membrane synthesis were uniquely increased in the Ace condition at 6 hours (Fig 4C). 

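In Ace at 6 hours the list of phospholipid synthesis had 5 higher and 7 lower of 28 genes (adjusted over the list alone: 5 and 7), with a median log2 fold change of -0.0035 and a list score of -0.043 against a random mean of 0.0039 (permutation p = 0.38, adjusted 0.67; camera FDR 0.64). The list of sphingolipid synthesis had 4 of 14 genes higher and none lower (adjusted over the list alone: 4 and 0; median 0.11, list score 0.085, permutation p = 0.29, adjusted 0.58), and that of cholesterol synthesis 5 of 25 higher and none lower (median 0.13, permutation p of the list score = 0.19). None of the 3 lists passed the threshold of 0.1 for the score. At 24 hours cholesterol synthesis did, with 13 genes higher and none lower (median 0.24, permutation p of the list score = 0.0004, adjusted 0.0024).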

Particularly, metabolic tasks were upregulated for a variety of phospholipids, suggesting a unique metabolic adaptation in response to Ace treatment. 

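Among the single genes of phospholipid synthesis, Agpat2, which makes phosphatidic acid, changed by -0.56 (SE 0.058) in Ace at 6 hours and -0.40 (SE 0.057) at 24 hours, and by -0.51 in 5FU and -0.86 in Dox at 6 hours, with edgeR's quasi-likelihood FDR at most 2.1e-08. The log2 fold changes of the whole list in Ace at 6 hours ran from -0.66 to 0.56, with quartiles of -0.15 and 0.15. The same list had 5 higher and 6 lower in 5FU and 10 higher and 10 lower in Dox at 6 hours, so DEGs of either direction occurred with every drug. From the tasks for several phospholipids the paper proposes a metabolic adaptation particular to Ace.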

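The list of cardiolipin synthesis, the pathway to a phospholipid of the inner mitochondrial membrane, had 2 of 8 genes lower and none higher in Ace at 6 hours (adjusted over the list alone: 2 and 0), with a median log2 fold change of -0.086 and a list score of -0.062 against a random mean of 0.011 (permutation p = 0.48, adjusted 0.77; camera FDR 0.52). Crls1, the cardiolipin synthase, changed by -0.095 (SE 0.073, edgeR's quasi-likelihood FDR 0.32), Ptpmt1, the step before it, by -0.25 (SE 0.059, FDR 0.00037) and Tafazzin, which remodels cardiolipin, by -0.077 (SE 0.060, FDR 0.32). Crls1 stood at 22.9 ± 1.84 CPM (mean ± SD) in Ace and 24.4 ± 3.58 in DMSO2 at 6 hours. With Dox at 24 hours the list had 2 higher and 4 lower (median -0.63), Crls1 at -1.08 (SE 0.073, with library 7 of Dox and library 5 of DMSO2 apart from the rest of their groups) and Tafazzin at -1.12 (SE 0.059). A task of the paper's model also weighs how genes combine into reactions, which a mean over genes leaves out.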

Of particular interest, the metabolic task for cardiolipin synthesis, a key component of the mitochondrial metabolism, is significantly increased. One mechanism of Ace hepatotoxicity is associated with significant lipid peroxidation in response to increased oxidative stress [28], suggesting a potential shared mechanism between hepatotoxicity and cardiotoxicity.

Finally, metabolic tasks that were significantly changed in signaling metabolism were identified (Fig 4D). Here, we find the synthesis of nitric oxide from arginine was decreased for three of the six conditions, and we observe differences in ROS detoxification between 5FU and Ace. 

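The list of nitric oxide synthesis from arginine had 3 higher and 6 lower of 9 genes in 5FU at 24 hours (adjusted over the list alone: 3 and 6). Its median log2 fold change was -0.47 (permutation p of the list score = 0.2, adjusted 0.44). In Ace it had 3 higher and 2 lower at 6 hours (median 0.055, permutation p = 0.69). At 24 hours it had 4 higher and 1 lower in Ace (median -0.064, permutation p = 0.31). None of these scores passed the threshold of 0.1. Fry and the exact permutation of the libraries did call the list as lower with 5FU at 24 hours. Fisher's exact test, which has no direction, called an excess of DEGs there. Nos3, the only nitric oxide synthase with counts in the table, was lower in all 6 drug comparisons: -0.40 (5FU), -0.54 (Ace) and -1.42 (Dox) at 6 hours and -1.23, -1.32 and -1.42 at 24 hours (edgeR's quasi-likelihood FDR at most 0.0067). For 5FU at 6 hours Nos3 missed the threshold in 5 of 12 fits that each left out a library (-0.46 to -0.33). It also missed it in the fit of the compared groups only (-0.40, edgeR's quasi-likelihood FDR 0.015). Library 1 of DMSO1 at 24 hours and library 4 of Dox at 6 hours lay apart from the rest of their groups. Nos1 and Nos2 were not analysed here. Ass1, which recycles citrulline to arginine, changed by -1.09 (SE 0.26, edgeR's quasi-likelihood FDR 0.00016) in 5FU at 24 hours and -0.70 (SE 0.22, FDR 0.0082) in Ace at 6 hours, where 9 of 13 fits without a library missed the threshold (-0.76 to -0.62), and rose by 1.16 (SE 0.20, FDR 3.9e-07) in Dox at 24 hours. In 5FU the list of ROS detoxification had 18 of 25 genes higher and none lower at 6 hours (adjusted over the list alone: 18 and 1; median 0.28, permutation p of the list score = 0.0006, adjusted 0.0033) and 15 higher and 2 lower at 24 hours (median 0.25, permutation p = 0.0028, adjusted 0.012). Catalase (Cat) rose by 0.24 and 0.58 and glutathione reductase (Gsr) by 0.31 and 0.96 in 5FU at 6 and 24 hours (edgeR's quasi-likelihood FDR at most 2.8e-05).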

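In Ace the list of ROS detoxification had 7 higher and 3 lower of 25 genes at 6 hours (adjusted over the list alone: 8 and 3; median log2 fold change 0.053, permutation p of the list score = 0.0036, adjusted 0.015) and 10 higher and 3 lower at 24 hours (adjusted over the list alone: 12 and 3; median 0.073, permutation p = 0.0006, adjusted 0.0033), both scores lying above those of random lists and their medians above 0 under every scaling. Txnrd1, a thioredoxin reductase, rose by 0.51 (SE 0.062) and 0.65 (SE 0.061) and Prdx1, a peroxiredoxin, by 0.22 (SE 0.063) and 0.57 (SE 0.061) at 6 and 24 hours (edgeR's quasi-likelihood FDR at most 0.0040). Prdx1 at 6 hours missed the threshold in 3 of 13 fits that each left out a library. Gsr changed by -0.18 (edgeR's quasi-likelihood FDR 0.0074) at 6 hours, a call lost in 9 of 13 such fits, and by -0.00012 (FDR 1.00) at 24 hours, a value so near 0 that its sign varied with the setting. Gpx1 changed by -0.24 (SE 0.061, edgeR's quasi-likelihood FDR 0.00072) at 24 hours. The pentose phosphate pathway list had no DEGs among 7 genes at 6 hours (median 0.026, -0.0050 with library size only; exact two-sided permutation p of the libraries = 0.079) and 1 higher at 24 hours (median 0.10, permutation p of the list score = 0.65).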

Given the known role of Ace ROS production in Ace hepatotoxicity [28], it is interesting to see decreased gene expression for the metabolic task of ROS detoxification and the pentose phosphate pathway. Decreased synthesis of NO has been noted in heart failure [10,29–30], suggesting a shared metabolic marker of heart dysfunction.

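Of the 16 hand-written metabolic lists, the score passed the threshold of 0.1 in 4 for 5FU, 1 for Ace and 6 for Dox at 6 hours and in 3, 4 and 3 at 24 hours. Over all 31 lists the numbers were 14, 9 and 14 at 6 hours and 12, 15 and 15 at 24 hours, and with the adjusted value held to the same threshold they were 12, 9 and 11, and 9, 12 and 12. Dox at 24 hours had the largest number of DEGs but only 3 passing metabolic lists. These lists are far fewer than the tasks of the model, so small differences between such numbers carry little weight.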

Across all conditions and time points, the fewest significantly changed metabolic tasks were seen in the Dox 24-hour condition, which had the largest number of DEGs. For the metabolic task of arginine to nitric oxide and ROS detoxification, the underlying distribution of randomized task scores used to determine statistical significance was examined (S5 Fig). 

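The SD of the scores of random lists, averaged over the 31 lists, was 0.102 (5FU), 0.0652 (Ace) and 0.148 (Dox) at 6 hours and 0.125, 0.0851 and 0.287 at 24 hours, following the number of DEGs and the size of their changes. In Dox at 24 hours the list of ROS detoxification scored 0.40 against a random mean of -0.18 with an SD of 0.211 (permutation p = 0.005, adjusted 0.021), while in Ace at 24 hours the same list scored 0.21 against -0.014 with an SD of 0.0566. A score of a given size thus lay fewer SDs from the random mean in Dox. Txnrd1 rose by 2.06 (SE 0.062, edgeR's quasi-likelihood FDR 2.8e-39) and Gsr changed by -1.36 (SE 0.059, FDR 8.4e-31) in Dox at 24 hours.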

From these data, the Dox condition has a higher overall task score, indicating a higher overall average gene expression across reactions, but also has a wider spread for the underlying distribution of randomized task scores as a result of the large number of DEGs.

### Combined omics datasets predict novel metabolic adaptations in toxicity through integrated network-based analysis

Pathway-level analysis provides one point of view for interpreting changes in gene expression. However, pathways do not work independently, but rather, act in a coordinated effort to maintain cell function. GENREs are able to capture this relationship by determining flux through reactions in a model while meeting an objective function that represents a hypothesis for cell function. Here, the transcriptomics data was integrated with the rat-specific heart model using the RIPTiDe algorithm [31] to determine the reactions and fluxes that met the constraints provided by our objective function. A single objective function for non-proliferative cells is hard to define; here, the objective function of ATP hydrolysis, representing the ATP generated for cardiomyocyte contraction, as well as requiring minimal synthesis of DNA and RNA, was used (Methods).

Using the condition-specific transcriptomics data, condition-specific models were generated for each condition, both treatment and control groups. Details for the condition-specific models are in S2 Table. Non-metric multidimensional scaling (NMDS) was used to visually display the 50 flux samples for each condition in an unsupervised fashion (S6 Fig). For this approach, fluxes were plotted for the 87 reactions that are shared amongst all conditions. The NMDS plots would suggest that, as was suggested in earlier PCA plots, the DMSO controls each elicit a different metabolic response.

Supervised machine learning with random forest feature selection was used to identify the reactions that most distinguish the active metabolism of treatment from the respective control conditions. This analysis highlighted that every treatment and time point contained at least one reaction involved in central metabolism as highly distinguishing, suggesting unique divergent pathways for ATP production between treatment and control conditions. Second, when aggregating treatment conditions versus the control conditions, reactions were identified that were uniquely associated with changes in the treatment conditions. Flux samples for one of the reactions identified as highly distinguishing (Fig 5) demonstrates a difference in pyrimidine metabolism across treatment groups. In the case of 5FU and Dox, decreased flux is predicted in the production of UDP from UMP (Fig 5), where ATP is used to facilitate this reaction. 

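Cmpk1, the kinase that makes UDP from UMP, changed by -0.31 (SE 0.051, edgeR's quasi-likelihood FDR 5.2e-07) in 5FU at 6 hours and -0.025 (SE 0.051, FDR 0.68) at 24 hours, and by 0.022 (SE 0.047, FDR 0.69) in Dox at 6 hours and -0.86 (SE 0.048, FDR 3e-25) at 24 hours. In Ace the values were -0.042 (FDR 0.53) and -0.11 (FDR 0.039), again with edgeR's quasi-likelihood test. The changes near 0, in Dox at 6 hours and 5FU at 24 hours, changed sign when single libraries were left out, and the former also with library size only (-0.13). At 24 hours Cmpk1 stood at 70.2 ± 4.59 CPM (mean ± SD) in 5FU and 71.5 ± 6.12 in DMSO1, where library 6 lay apart at 83.8, and at 40.9 ± 2.42 in Dox and 74.2 ± 4.47 in DMSO2. Expression of an enzyme does not measure flux, which the paper predicts from its model.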

The predicted flux for the change in RNA-related metabolism in the presence of these drugs again highlights their primary chemotherapeutic mechanism of DNA/RNA damage. It is important to note that the same constraints were placed on the overall network structure in this case (i.e., the same level of production of DNA and RNA). However, the transcript data imposed another constraint which, in this case, identified this reaction as different in all three treatment conditions.

**Fig 5:**
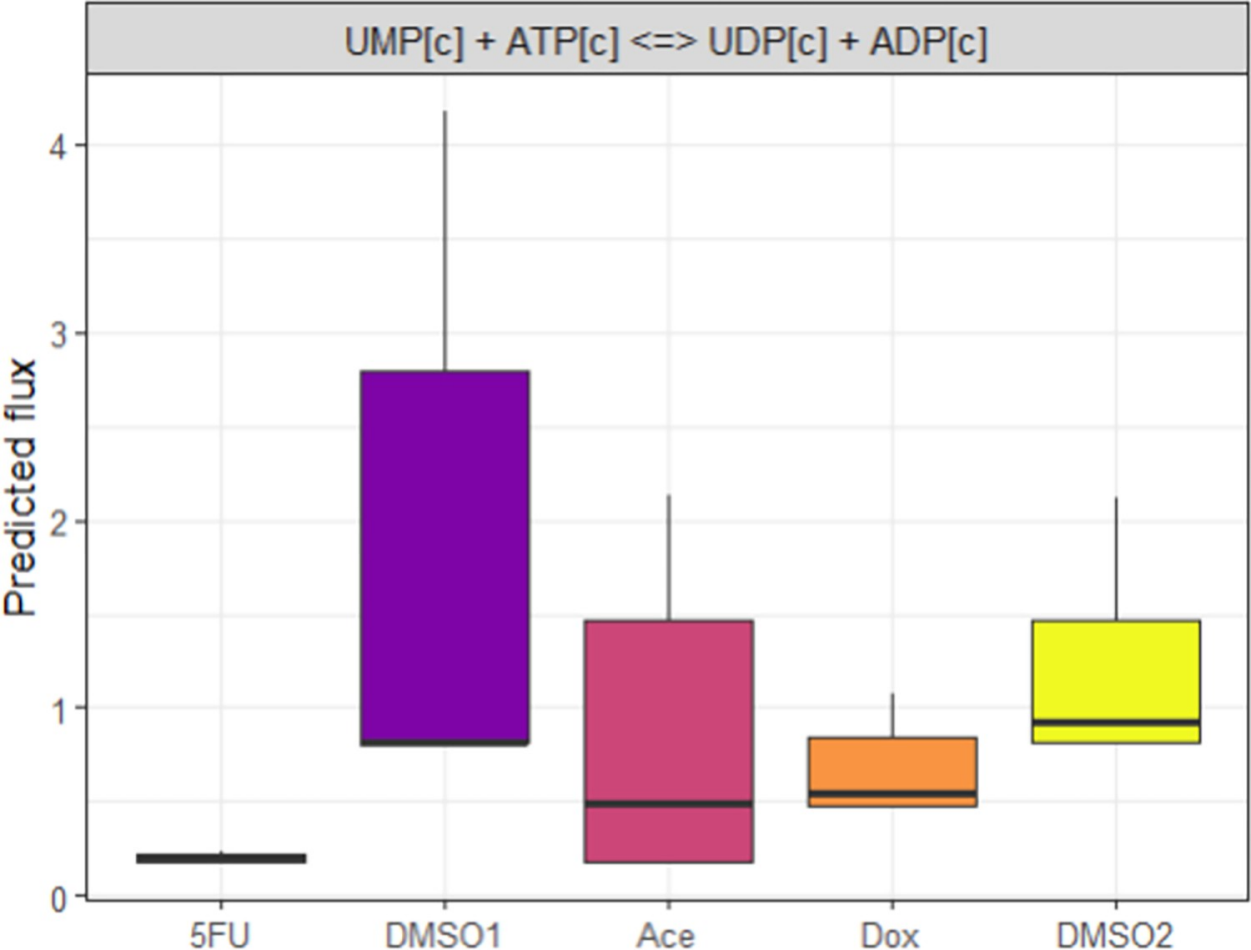
Condition-specific models integrating the metabolomics and transcriptomics 24 hour data identify unique reaction common across treatment groups that are driven by changes in transcription. Distribution of predicted fluxes through one reaction that were predicted to most strongly predict the difference between the treatment and control conditions.

## Discussion

Here, we present paired transcriptomics and metabolomics data characterizing *in vitro* cardiotoxicity for three compounds: 5-fluorouracil, acetaminophen, and doxorubicin. Here, cardiotoxic concentrations were defined as concentrations that induce a change in metabolism without a significant change in cell death for all three compounds. These concentrations were also found to be at or above previously measured serum concentrations for these drugs [32–34], indicating that they are physiologically relevant, but more work needs to be done to describe the role of pharmacokinetics and other factors to determine relevant concentrations to assess in cardiotoxicity studies. The data provides the first, to our knowledge, paired transcriptomic and metabolic characterization of *in vitro* cardiotoxicity. For the transcriptomic data, the compound Dox elicits the strongest transcriptomic response. Response was also strongly influenced by time. The time dependency could be time from primary isolation or time of drug exposure, an open question yet to be resolved. For the metabolomics data, time elicits the strongest metabolic response, followed by the 5FU condition. As with the transcriptomics data, the influence of time could be time from primary isolation or time of drug exposure. In the metabolomics data, in contrast to the transcriptomic data, no difference in conditions outside the 5FU treatment was observed, indicating either a lack of sufficient coverage to identify metabolic differences or more nuanced changes in Dox and Ace and their respective controls. This result suggests that treatment may elicit significant changes in gene expression, while these transcriptomic effects may not result in direct changes to metabolism.

The treatment was confirmed using enrichment analysis, demonstrating significant enrichment for DNA repair in both 5FU and Dox, where both chemotherapeutic mechanisms of action target DNA or RNA synthesis. Additionally, metabolic changes were seen through enrichment in oxidative phosphorylation and increased release of phosphate measured in the metabolomics data across all conditions. The only Hallmark pathway that was enriched across all conditions at 24 hours was the EMT pathway. EMT is an important regulator in the development of the heart and, more recently, has been shown to have a role in the development of cardiac fibrosis [35]. Here, enrichment in genes in the EMT pathway could suggest a role for EMT in cardiotoxicity. While pathway level and metabolite changes are helpful, there are few methods currently available that use known mechanisms to model changes at the gene level to propose potential metabolic adaptations in response to treatment.

While standard differential gene expression analyses and differential metabolite analyses are useful, computational models of metabolism, such as those derived from GENREs, provide an opportunity to give mechanistic insight into the relationship between changes in expression and metabolism. These approaches provide a two-fold perspective by first (a) reducing the set of DEGs and reactions down to key metabolic reactions, and (b) providing a direct relationship between a prediction (e.g., a metabolic task or flux) and gene expression. Here, a key driver of the separation seen in the gene expression data (Fig 1) is metabolically related genes (S6B Fig), which was not identified in standard enrichment analyses. Second, we identify a metabolic reaction that serves as distinguishing between treatment and control conditions (Fig 5).

Consistent with the enrichment analysis, integration of DEGs with the TIDEs approach specifically identified changes in metabolic tasks related to DNA/RNA synthesis but also specifically identified the role of all nucleotides in both Dox and 5FU. In the case of Ace, the TIDEs approach identified increased synthesis of multiple phospholipids as metabolic adaptations during cardiotoxicity. Lipid peroxidation of membrane phospholipids is one proposed mechanism of acetaminophen-induced hepatoxicity [28] but has not been proposed in cardiomyocytes. Nitric oxide synthesis and ROS detoxification were identified as common metabolic functions altered across conditions. Nitric oxide synthesis is a proposed mechanism of doxorubicin-induced cardiotoxicity [36] but has not yet been identified for 5FU cardiotoxicity. Here, decreased NO synthesis and changes in ROS detoxification were identified as early and shared markers of *in vitro* cardiotoxicity. Finally, it is important to note the difference in number of TIDEs identified between conditions, where the Dox 24-hour condition has the lowest number of TIDEs. Given that there are the largest number of DEGs in the Dox condition, most genes that were included in the TIDEs analysis for the Dox 24-hour condition were differentially expressed, meaning that a metabolic function had to have a large gene expression signature to be identified as significant (S6 Fig). This is one weakness of the current approach. Efforts to develop future approaches should work towards being independent of the number of DEGs and could instead rely on transcript counts in the treatment and control conditions to determine shifts in metabolic functions.

Although enrichment analyses are helpful in determining broad metabolic changes, it is important to view these changes in the context of the entire metabolic network. The RIPTiDe analysis pipeline results in predictions of reaction flux distributions that satisfy the given objective function and transcriptomics constraints. In this way, RIPTiDe also provides additional resolution at the reaction-level that may not be accessible in subsystem-level analyses. It is important to highlight that the chosen objective function, synthesis of ATP, DNA, and RNA, utilizes only central and key metabolic reactions. More complex objective functions provide the opportunity to explore additional, peripheral metabolic pathways. However, it is difficult to define appropriate objective functions for human metabolism. Therefore, for this study, we chose to focus on the core metabolic functions of ATP synthesis, representing energetic demands for cardiac contraction, and baseline DNA and RNA synthesis.

Random forest analysis identified reactions that were shared among individual conditions but whose flux separated between conditions. These reactions represent changes in flux that are necessary either for ATP production, metabolite production, or DNA/RNA synthesis that differ between conditions, indicating divergent pathways of flux. Across all three treatment groups, reactions for central metabolism were identified as significantly different between conditions, indicating a baseline divergent flux for ATP production. When comparing all treatment conditions to the control conditions, reactions related to the creation of UDP from UMP using ATP were significantly more predictive when using random forest analysis, particularly for the 5FU and Dox conditions, suggesting these chemotherapeutics may be altering baseline pyrimidine metabolism.

Together, the paired transcriptomics and metabolomics data taken with predictions made using the rat-specific model of metabolism provide mechanistic insight that was not clear from either set of data on its own. For Dox, we identified shifts in metabolic tasks related to nucleotide metabolism, ROS detoxification, and NO synthesis, consistent with previously published hypotheses for mechanisms of toxicity [37–38], as well as shifts in nucleotide metabolism as a potential additional metabolic stress contributing to cardiotoxicity. For 5FU, we identified shifts in metabolic tasks related to nucleotide metabolism, ROS detoxification, and NO synthesis, and, as with Dox, shifts in nucleotide metabolism suggesting increased metabolic stress from the chemotherapeutic mechanism of action of 5FU. Finally, for Ace, we identified shifts in metabolic tasks related to lipid synthesis.

There are several important limitations to these analyses. DMSO has been shown to decrease the ATP production of treated cells [39] which may have impacted which concentrations are chosen for our analysis. DMSO has also been shown to alter the methylome of cells [40], and we see transcriptomic differences between the two DMSO concentration, particularly at the 6-hour timepoint. These effects may interfere with the analyses performed here, and these conclusions could differ when studied *in vivo*. Additionally, by only including DEGs that are directly related to metabolism in our analysis, we ignore the contribution of a large proportion of the DEGs to the toxicological response. There are certainly additional important mechanisms that will need to be considered in future work. We also recognize that our methods for combining these data are not the only possible approaches, and additional analyses with tools like IMPaLA [41] could provide additional insights that we do not have here. For our metabolic modeling analysis, we use synthesis of ATP, DNA, and RNA as the objective function. Since this is not the sole biological objective of a cardiomyocyte, this analysis could miss mechanisms that impact other cellular tasks such as biomass growth.

Future work is necessary to trace pathway fluxes to determine how fluxes through these individual reactions influence other parts of metabolism. The collected metabolomics data also serve as an additional set of constraints to place when integrating the transcriptomics data with GENREs. However, more work needs to be done in developing methods to identify the relationship between a metabolic constraint and a change in predicted flux. In addition, the provided paired transcriptomics and metabolomics data provide a starting point for improvements to the present metabolic network reconstruction. A number of metabolites were measured as produced but could not be produced with the individual condition-specific models, either because of missing internal reactions or missing constraints. Finally, future work can explore the use of additional objective functions that replicate proposed mechanisms of toxicity, such as increased ROS production or synthesis of key cellular proteins, which may provide further explanation for the measured changes in the metabolomics data. We hope that the novel data and results in this study provide the foundation for these additional investigations and can allow for the further research of mechanisms of cardiotoxicity.

## Methods

### In vitro culture conditions

Primary neonatal rat cardiomyocytes were isolated and cultured according to previously published protocols [42]. After the initial plating, cells were maintained for ~36 hours in plating media containing low glucose DMEM and M199 supplemented with L-glutamine, Penicillin-Streptomycin, 10% horse serum and 5% FBS. Cells were serum starved overnight (~12 hours) before running experiments in serum free, ITSS-supplemented plating media. Cells were observed to beat spontaneously within 24–48 hours after isolation, confirming metabolic activity and functionality.

For experiments to determine optimal drug concentrations, cells were seeded in 96-well plates at a density of 100k cell/well. The initial range of concentrations used for 5FU, Dox, and Ace (Tocris) were selected based on previous studies for Dox [43], 5-FU [43–44], and Ace [45]. Drug stocks were prepared according to manufacturer’s instructions using sterile DMSO and were diluted in plating media before treatment. Concentrations that induced cardiotoxicity were determined using parallel measures of cell death and cell reducing potential, referred to as cell viability in this manuscript (10 mM 5FU, 2.5 mM Ace, 1.25 μM Dox). Cell death was determined as the number of propidium iodide (PI) positive cells divided by the total number of Hoescht positive cells. Fluorescence data from treated cells was background corrected using blank wells before using CellProfiler [46] to segment nuclei and measure fluorescence intensity for both PI and Hoescht. In the case of doxorubicin, which is fluorescent at overlapping wavelengths with PI, wells containing the respective concentrations of doxorubicin were used for background subtraction. Measures were aggregated from four fields of view for each drug concentration. Cell viability, which measures cell reducing potential and thus cell metabolism, was measured using the RealTime-Glo MT Cell Viability kit (Promega, Catalog #G9711) which has been done successfully in the past [47]. This kit uses a substrate that can permeate into the cell, and when reduced, it fluoresces, allowing us to quantitively measure the capacity of the cell to metabolically reduce metabolites. Both measures were repeated for three separate wells, representing three technical replicates for each condition, as well as on three separate days using different primary cell isolations, representing three biological replicates for each condition. Statistical significance was calculated using Dunnet’s t-test [48] which accounts for the dose-dependent nature of the data. A p-value < 0.05 was considered statistically significant.

### RNA isolation, sequencing, and analysis

For the paired transcriptomics and metabolomics data, hearts were harvested in parallel from three litters of rats on the same day. After parallel digestion, cells were mixed from all isolations before plating in 12-well plates at a density of 1.2 million cells/well. For reference, two separate DMSO controls were run (DMSO1 at 1% DMSO for the 5FU condition; DMSO2 at 0.25% DMSO for the Ace and Dox conditions). Primary rat neonatal cardiomyocytes were exposed to the chemicals mentioned above at the chosen concentrations for either 6 or 24 hours. After exposure, as has been done in previous studies [5,8], the cells were lysed with Trizol to begin RNA extraction. Cell lysates were mixed with chloroform and spun in phase-lock gel tubes inside a cold room and the upper phase was then decanted into new tubes. Isopropanol and glycogen were added to the mixture, incubated overnight at -20C and spun again resulting in an RNA pellet, which was washed with 75% ethanol twice. DNA was removed using the TURBO DNA-free kit (Invitrogen, #AM1907) and then RNA was quantified using the QuBit RNA Broad Range detection kit (Invitrogen, #Q10210). RNA was sent to GeneWiz (https://www.genewiz.com/en) for PolyA selection, library construction, and sequencing. RNA was sequenced using 2x150bp paired-end (PE) readings and fastq files were generated. Kallisto v 0.46.0 [49] was used to pseudo-align raw fastq files under default settings to the *Rattus norvegicus* Ensembl v96 transcriptome. Transcript abundances were then aggregated to the Entrez gene level in R v. 3.6.3 with the package tximport [50]. Genes with consistently low counts (< 10) across all samples were removed. Variance stabilization was performed with the vst() function from the limma package [51], and reads were normalized to library size using estimateSizeFactors from DESeq2 [52]. Differentially expressed genes (DEGs) were determined using DESeq2 [52] with a significance threshold of FDR < 0.1.

Principal component analysis (PCA) was performed using the variance stabilized gene counts [52] with the prcomp function in R. Statistical significance for the separation between treatment and control groups was calculated using adonis2 function in the Vegan package in R [53].

Following identification of DEGs, two approaches were used to identify pathways significantly changed in the data: enrichment using Hallmark gene sets from the Molecular Signatures Database [13] and Tasks Inferred from Differential Expression (TIDEs) for identifying differentially changed metabolic functions [10]. For the enrichment analysis, the enricher function from the clusterProfiler package was used with the top 100 genes in PC1 and PC2 as done previously [14]. Due to the large number of DEGs, enrichment was determined using genes with an FDR < 0.01 and pathways were defined as statistically significant with a p-value < 0.1 following Benjamini-Hochberg (BH) correction. For the TIDEs analysis, the subset of genes that mapped to the rat model and that had an FDR < 0.01 were used; pathways with a p-value < 0.1 when compared to randomly shuffled DEGs were defined as statistically significant.

### Collecting and analyzing metabolomics data

As described above, primary rat neonatal cardiomyocytes were exposed to the compounds at the chosen concentrations. Before lysing the cells with Trizol, the cell supernatant was removed and sent to Metabolon for analysis (https://www.metabolon.com/). Raw area counts were obtained for 181 named metabolites. Metabolites that had greater than 60% missing values (13 named metabolites) were removed from the data set. Next, missing values were imputed as half of the minimum raw area count within a metabolite. Values were then log-scaled and mean-centered within a metabolite. The Mann-Whitney U-test was used to determine if a metabolite was produced or consumed relative to the blank media samples (n = 3) as well as differences between treatment and control conditions. Metabolites were considered to be significantly changed if the p-value < 0.1 following Benjamini-Hochberg correction.

### Building a rat cardiomyocyte-specific metabolic model from the human cardiomyocyte-specific metabolic model, iCardio

The previously published human heart metabolic model, *iCardio* [10], was used to build a rat-specific heart metabolic model to contextualize changes in metabolites and DEGs. All reactions that were included in the human model were included in the rat model. The 6 updates that were made in the human model [10] were also made to the general rat model. Since each model contains species-specific reactions, each of the 23 rat-specific reactions were manually curated to determine if they should be included in the heart; 13 were included based on literature evidence (S1 File).

Further curation was necessary based on metabolites that were measured to be either produced or consumed in the metabolomics data. Metabolites were mapped between the metabolomics data and the metabolic model using compound identifiers from the KEGG database. Exchange reactions, which are reactions in the model that transport a metabolite into or from the extracellular compartment, were added from the general rat model to the heart model if a metabolite was measured to be either consumed or produced relative to blank media in the metabolomics data. These reactions were necessary in order for a metabolite to be modeled as either produced or consumed. Reactions added back to the heart model from the general rat metabolic network are summarized in S1 File.

To identify shifted metabolic functions with the TIDEs approach, the developed rat-specific heart model was used with the previously published list of metabolic tasks [10]. Only genes that mapped to the metabolic model were included in the analysis. For each metabolic gene, a weight was assigned based on the FDR where a gene with an FDR < 0.01 was assigned its log fold change as a weight and 0 otherwise. As with the previous publication, reaction weights were determined based on the weights for individual genes in the complex gene-protein-reaction (GPR) rules. Task scores for individual tasks were calculated as the average weight across reactions in that metabolic task. To establish statistical significance, the weights for each metabolic gene were randomly shuffled 1000 times and significance was determined by comparing the original metabolic task score to random data.

### Predicting reaction metabolic flux using the RIPTiDe algorithm

The RIPTiDe algorithm [31] was used to integrate the transcriptomics data to identify the most likely flux distributions in the rat-specific heart model network for each of the 10 conditions, including both treatment and control groups at both time points. RIPTiDe identifies possible optimal flux distributions in a metabolic network given the cellular investments indicated by the transcriptomic abundance data. The media composition and metabolomics data were used to place constraints on metabolite consumption for each condition-specific model. Here, the cellular objective function was defined to be ATP hydrolysis, with an upper bound of 100 units of flux, and production of 1 unit of RNA and DNA, representing general cell maintenance. The exchange reactions for consumed metabolites were given a lower bound of -10, representing a theoretical overabundance of each metabolite for the given objective. These constraints allow for metabolites to be consumed at a relatively high flux. Finally, the upper bound of internal reactions was set as 10^6^ to ensure that internal fluxes were not constraining the solution space.

After applying these condition-specific constraints, condition-specific models were generated by integrating the median transcripts per million (TPM) for each gene within a condition using the RIPTiDe algorithm [31]. The RIPTiDe algorithm was run with a minimum fraction of 90% of the objective to ensure that differences in ATP flux were not the main determinants of differences between the condition-specific models. Each condition-specific model was flux-sampled 50 times to obtain a range of possible flux distributions that satisfied the pFBA assumption.

Following RIPTiDe analysis, flux samples for each condition were analyzed to identify both unique reactions for each condition and reactions whose flux separated between conditions [31]. Non-metric multidimensional scaling (NMDS) ordination of Bray-Curtis distances between flux samples, calculated using the Vegan package in R [53], was used to visualize differences for reactions that were shared between all conditions. Finally, random forest feature selection [54] was used to determine the reactions whose fluxes most separated between each treatment and control group.

## Supporting information

S1 Fig Cell viability and cell death measures following 6 hours of exposure to compounds. Shapes indicate different cell isolations. Black dots indicate a statistically significant change from the control condition (p-value < 0.05) calculated using Dunntt’s test. Black boxes indicate the chosen concentrations for cardiotoxicity characterization. (A) Percent cell viability for a range of concentrations of treatment following 6 hours of exposure. (B) Percent cell death measured using a Hoescht/PI stain.
(TIF)

S2 Fig Additional PCA plots demonstrate (A) separation of treatment vs control groups and (B) the top 10 metabolites separating the PCA of the scaled metabolite abundances. (A) PCA with the Dox samples removed demonstrates separation between treated and control samples at both 6 and 24 hours. (B) The top 10 metabolites show separation in both the first and second principal component. For the first principal component, ethylmalonate and erythritol have a strong influence, suggesting a phenotypic switch between fatty acid and glucose utilization over time, although the direction is unclear. For the second principal component, phosphate and uracil separate the 5FU condition.

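Without the Dox libraries, the first 4 components of the scaled PCA took up 28.9%, 21.1%, 9.11% and 8.22% of the variance. At 6 hours (12 treated and 13 control libraries) all 156 treated-control pairs were ordered the same way along the second component (treated -29.2 to 40.7, controls -57.7 to -47.3) and along the third, and 128 along the first. At 24 hours (13 and 13 libraries) all 169 pairs were ordered along the fourth component, 168 along the first and 162 along the second. This count of ordered pairs was chosen as a measure after the PCA had been seen.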

(TIF)

S3 Fig Metabolomics data shows differential consumption and production of metabolites between blank media and control/treated samples. (A) Metabolites that were measured to only be consumed across both drug treated and control conditions when compared to blank media. Here, red indicates a metabolite that was consumed more in the treatment condition than the control condition, blue indicates a metabolite that was consumed more in the control condition than the treatment condition, white indicates a metabolite that was consumed in either/both the treatment and control conditions but there was no difference in consumption and grey indicates a metabolite that was not consumed in either the treatment or control condition when compared to blank media. An example is shown for a metabolite that was more consumed between treated and control conditions (adenine) and a metabolite (hepatonate) that was consumed in a treated/control condition but there was no difference between the treated/control conditions. Black dots indicate a condition where there was a significant change in the metabolite when compared with blank media (Mann Whitney U-test, FDR < 0.1). P-values are shown for comparisons that were significant between a treatment and its respective control. (B) Metabolites that were measured to be both produced and consumed across conditions. Here, the red line indicates the mean value for the blank media samples. Black dots indicate conditions where there was a significant change when compared to blank media (Mann Whitney U-test, FDR < 0.1). A black dot above the red line indicates that a metabolite was produced whereas a black dot below the black line indicates a metabolite that was consumed. (C) Metabolites that were not significantly changed from blank media samples but were measured to change between treatment and control samples. Here, red indicates that a metabolite was present at a higher level in the treated group compared to the control group whereas blue indicates a metabolite that present at a lower level compared to the treated group. Given that there is no significant change with respect to the blank media, directionality of change (i.e. consumption or production) cannot be determined.
(TIF)

S4 Fig The rat-specific heart model captures changes in DEGs and metabolomics. (A) The number of DEGs (FDR < 0.1) and differentially changed metabolites (FDR < 0.1) that map to the rat-specific metabolic mode. (B) A PCA of the normalized gene counts that map back to the rat-specific heart model demonstrate clear separation, similar to the PCA of all gene counts (Fig 2), confirming that metabolism has a large determinant in separating conditions.
(TIF)

S5 Fig Distribution of random task scores for the metabolic tasks for arginine to nitric oxide and ROS detoxification demonstrate the underlying distribution of DEGs. A red background indicates a metabolic task associated with a significant increase in gene expression and a blue background indicates a metabolic task associated with a significant decrease in gene expression (p-value < 0.1). The red dashed line indicates the task score for the actual gene expression data whereas the black bars indicate the calculated task scores when the gene expression data is randomized. In this case, the distribution for the Dox data is significantly wider (i.e. larger range on the x-axis), indicating a larger overall absolute change in gene expression requiring a higher overall average gene expression for ROS production to be deemed significant and a lower overall average gene expression for arginine to nitric oxide to be deemed significant.
(TIF)

S6 Fig RIPTiDe models after integration with metabolomics and transcriptomics data. NMDS of the 50 flux samples for each condition at (a) 6 hours and (b) 24 hours. For each flux sample, fluxes were only taken for the 112 reactions that are shared between all conditions.
(TIF)

S1 Table Differential expressed genes separated by treatment, time point, and direction of change. This table clarifies which DEGs in Fig 2C are up-regulated and down-regulated.

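Of the DEGs from edgeR's quasi-likelihood test at 6 hours, 5FU had 3408 up-regulated and 3563 down-regulated, Ace 2404 up-regulated and 2215 down-regulated and Dox 4589 up-regulated and 4760 down-regulated. At 24 hours the numbers were 4070 up-regulated and 4047 down-regulated for 5FU, 2645 up-regulated and 2773 down-regulated for Ace and 5882 up-regulated and 5964 down-regulated for Dox. Among the DEGs that changed by at least 1 on the log2 scale, 5FU had 316 up and 1174 down at 24 hours, and Dox 2878 up and 2810 down. The split depends on the scaling between libraries. With library size only, the up-regulated share went from 48.9% to 36.8% for 5FU at 6 hours, from 49.1% to 33.8% for Dox at 6 hours and from 48.8% to 61.4% for Ace at 24 hours, and the median log2 fold change of all genes in Dox at 6 hours went from 0.0030 to -0.15. In the remaining drug comparisons the share moved by less than 10 points.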

(XLSX)

S2 Table RIPTiDe models after integration with metabolomics and transcriptomics data. The number of reactions included in each model and the p-value for the Spearman correlation between reaction flux and transcript abundance.
(XLSX)

S1 File Rat-specific metabolic reactions mapped from the human *iCardio* model or manually added from *iRno* to ensure metabolic function.

S1 Text All supplementary information included in one document including figures, tables, and descriptions.

# Supplementary material for: Identifying metabolic adaptations characteristic of cardiotoxicity using paired transcriptomics and metabolomics data integrated with a computational model of heart metabolism
**Source:** PLoS Comput Biol. 2024 Feb 29;20(2):e1011919. doi: 10.1371/journal.pcbi.1011919
**Supplement:** S1 Text

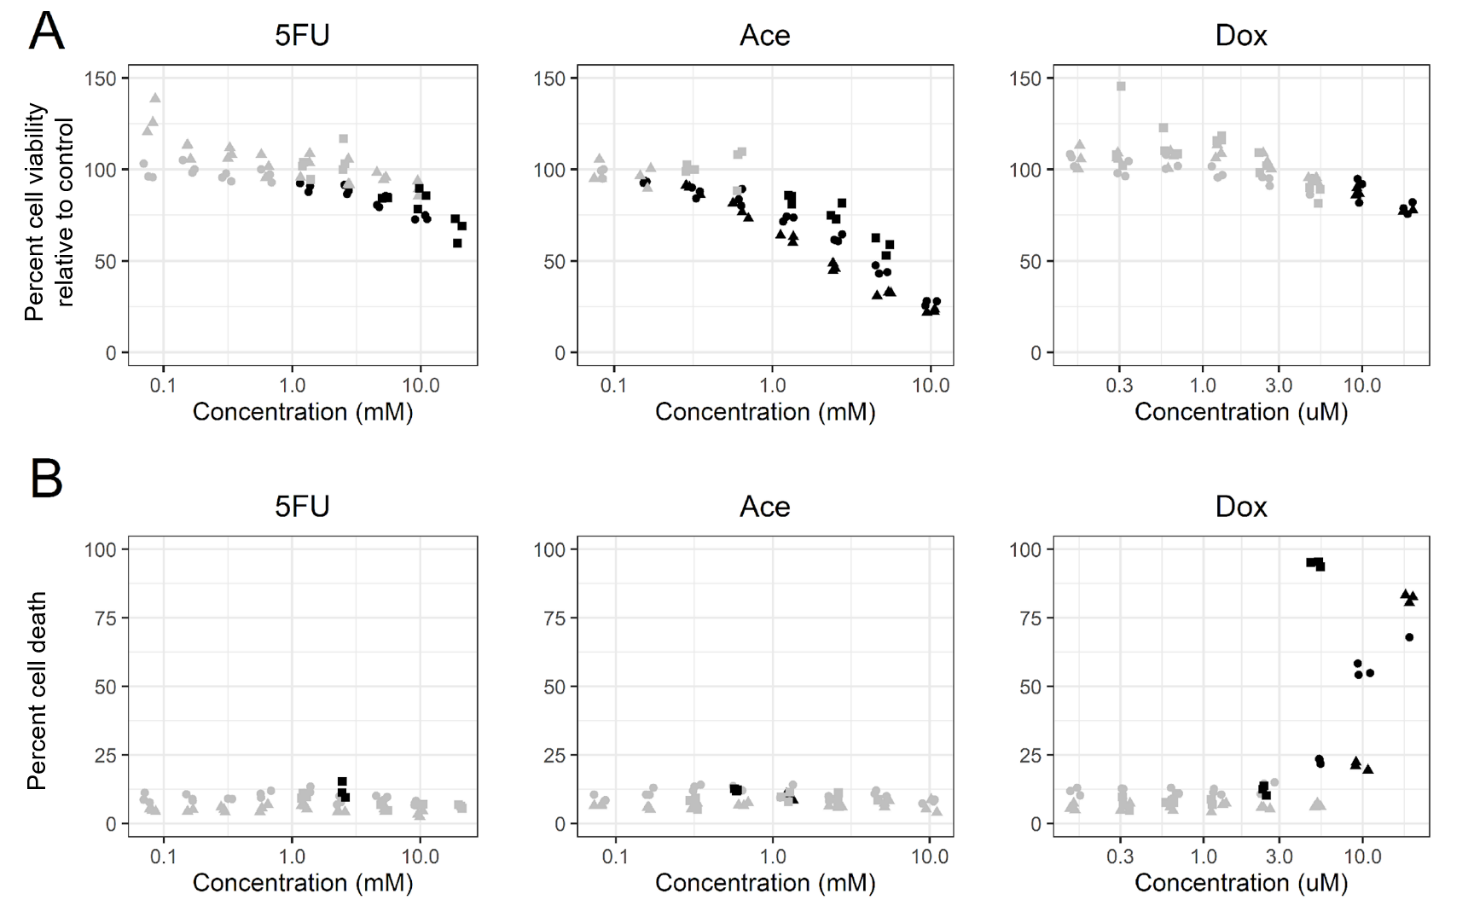

**Supplemental Figure 1. Cell viability and cell death measures following 6 hours of exposure to compounds.** Shapes indicate different cell isolations. Black dots indicate a statistically significant change from the control condition (p-value < 0.05) calculated using Dunntt’s test. Black boxes indicate the chosen concentrations for cardiotoxicity characterization. (A) Percent cell viability for a range of concentrations of treatment following 6 hours of exposure. (B) Percent cell death measured using a Hoescht/PI stain.

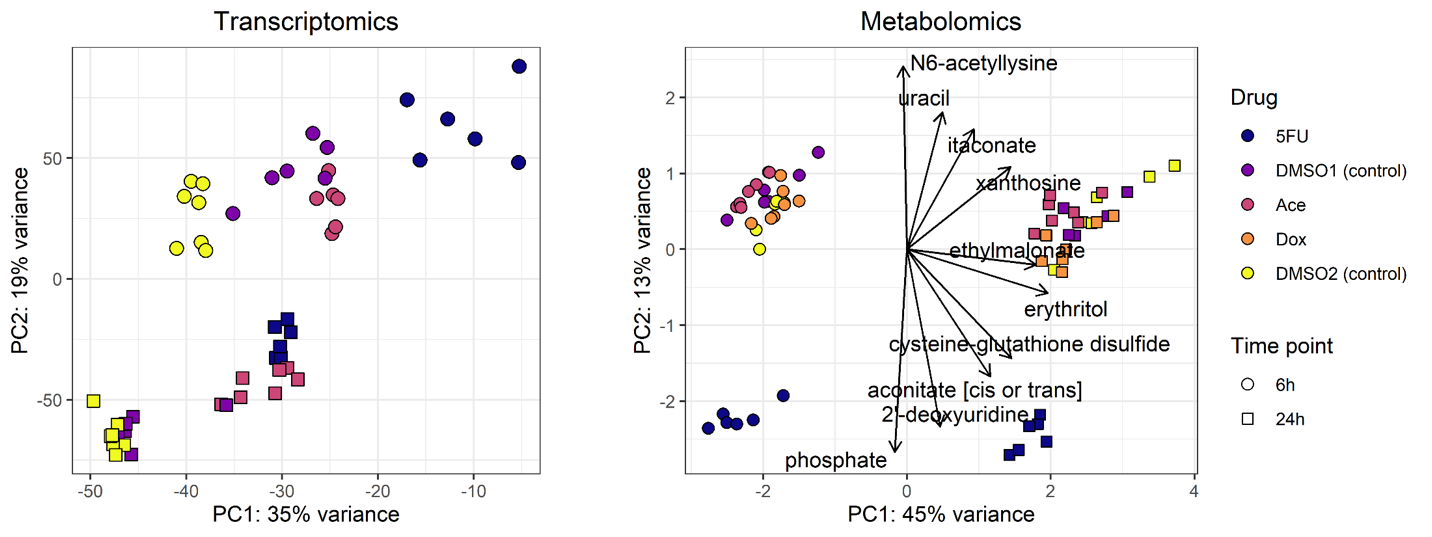

**Supplemental Figure 2. Additional PCA plots demonstrate (A) separation of treatment vs control groups and (B) the top 10 metabolites separating the PCA of the scaled metabolite abundances.** (A) PCA with the Dox samples removed demonstrates separation between treated and control samples at both 6 and 24 hours. (B) The top 10 metabolites show separation in both the first and second principal component. For the first principal component, ethylmalonate and erythritol have a strong influence, suggesting a phenotypic switch between fatty acid and glucose utilization over time, although the direction is unclear. For the second principal component, phosphate and uracil separate the 5FU condition.

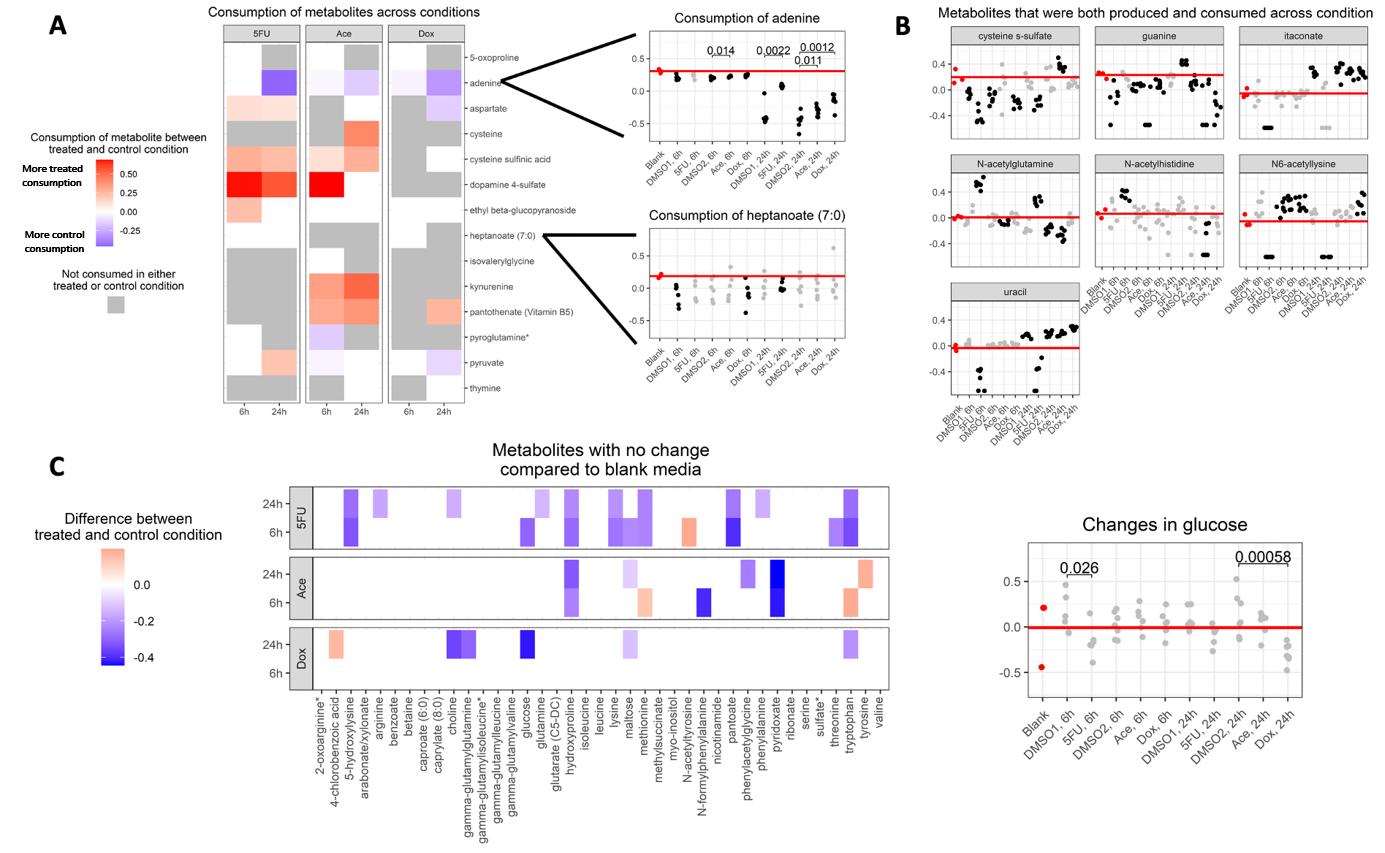

**Supplemental Figure 3. Metabolomics data shows differential consumption and production of metabolites between blank media and control/treated samples.** (A) Metabolites that were measured to only be consumed across both drug treated and control conditions when compared to blank media. Here, red indicates a metabolite that was consumed more in the treatment condition than the control condition, blue indicates a metabolite that was consumed more in the control condition than the treatment condition, white indicates a metabolite that was consumed in either/both the treatment and control conditions but there was no difference in consumption and grey indicates a metabolite that was not consumed in either the treatment or control condition when compared to blank media. An example is shown for a metabolite that was more consumed between treated and control conditions (adenine) and a metabolite (hepatonate) that was consumed in a treated/control condition but there was no difference between the treated/control conditions. Black dots indicate a condition where there was a significant change in the metabolite when compared with blank media (Mann Whitney U-test, FDR < 0.1). P-values are shown for comparisons that were significant between a treatment and it’s respective control. (B) Metabolites that were measured to be both produced and consumed across conditions. Here, the red line indicates the mean value for the blank media samples. Black dots indicate conditions where there was a significant change when compared to blank media (Mann Whitney U-test, FDR < 0.1). A black dot above the red line indicates that a metabolite was produced whereas a black dot below the black line indicates a metabolite that was consumed. (C) Metabolites that were not significantly changed from blank media samples but were measured to change between treatment and control samples. Here, red indicates that a metabolite was present at a higher level in the treated group compared to the control group whereas blue indicates a metabolite that present at a lower level compared to the treated group. Given that there is no significant change with respect to the blank media, directionality of change (i.e. consumption or production) cannot be determined.

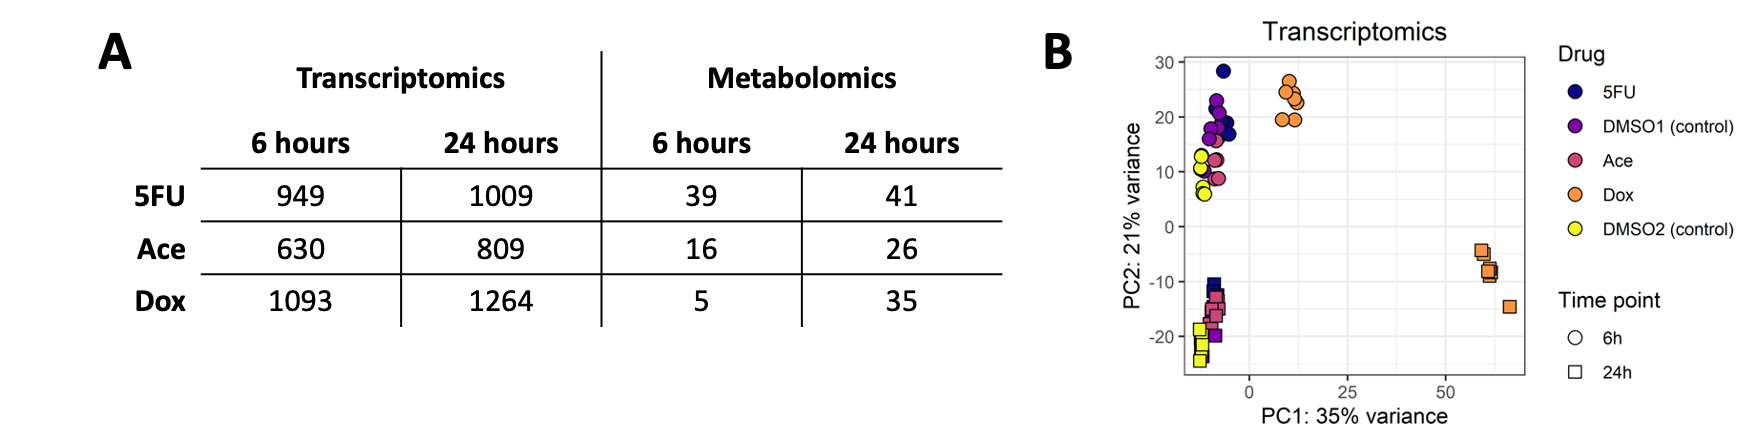

**Supplemental Figure 4. The rat-specific heart model captures changes in DEGs and metabolomics.** (A) The number of DEGs (FDR < 0.1) and differentially changed metabolites (FDR < 0.1) that map to the rat-specific metabolic mode. (B) A PCA of the normalized gene counts that map back to the rat-specific heart model demonstrate clear separation, similar to the PCA of all gene counts (Figure 2), confirming that metabolism has a large determinant in separating conditions.

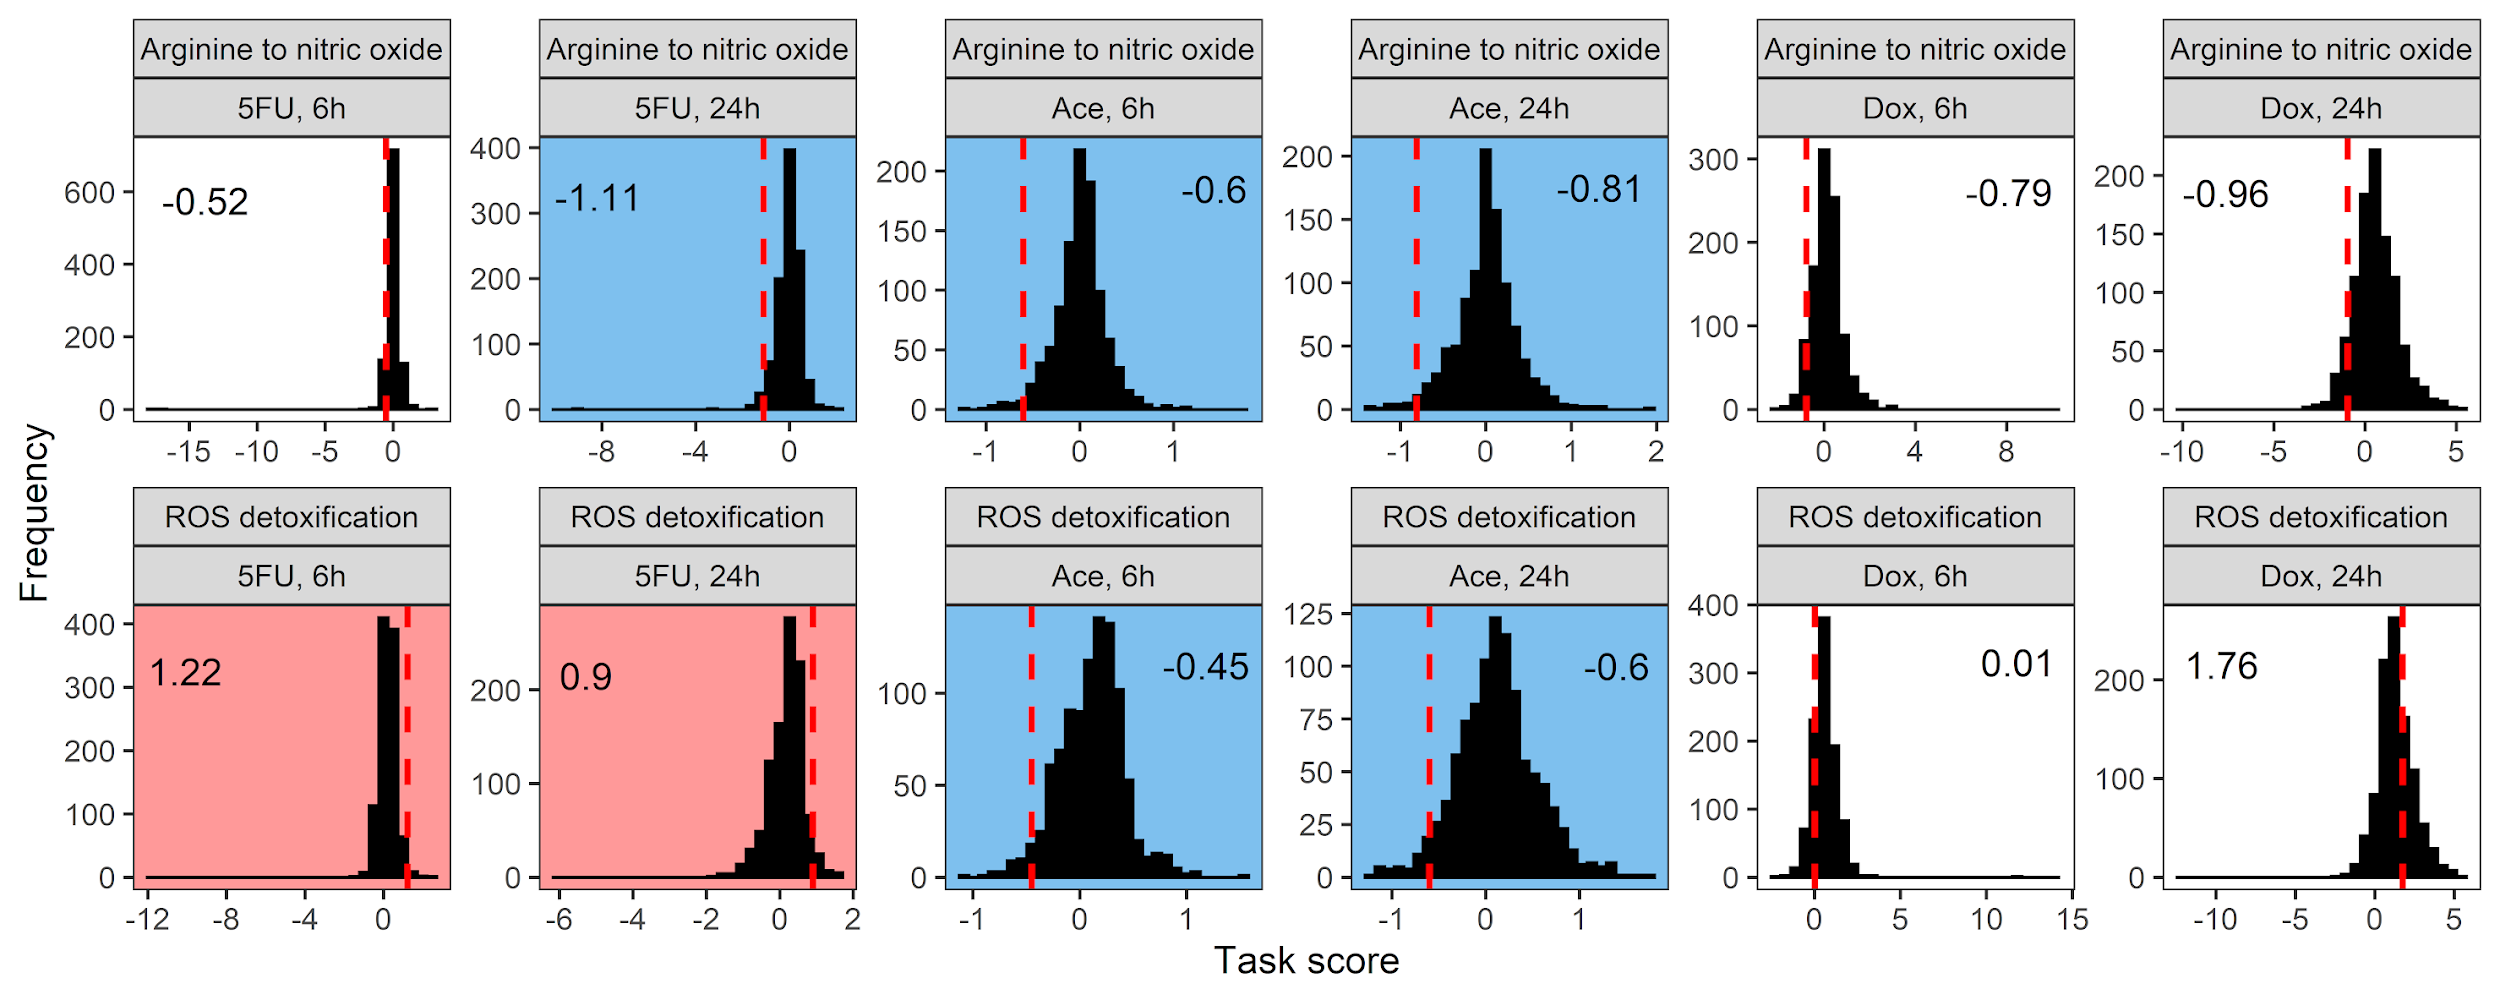

**Supplemental Figure 5. Distribution of random task scores for the metabolic tasks for arginine to nitric oxide and ROS detoxification demonstrate the underlying distribution of DEGs.** A red background indicates a metabolic task associated with a significant increase in gene expression and a blue background indicates a metabolic task associated with a significant decrease in gene expression (p-value < 0.1). The red dashed line indicates the task score for the actual gene expression data whereas the black bars indicate the calculated task scores when the gene expression data is randomized. In this case, the distribution for the Dox data is significantly wider (i.e. larger range on the x-axis), indicating a larger overall absolute change in gene expression requiring a higher overall average gene expression for ROS production to be deemed significant and a lower overall average gene expression for arginine to nitric oxide to be deemed significant.

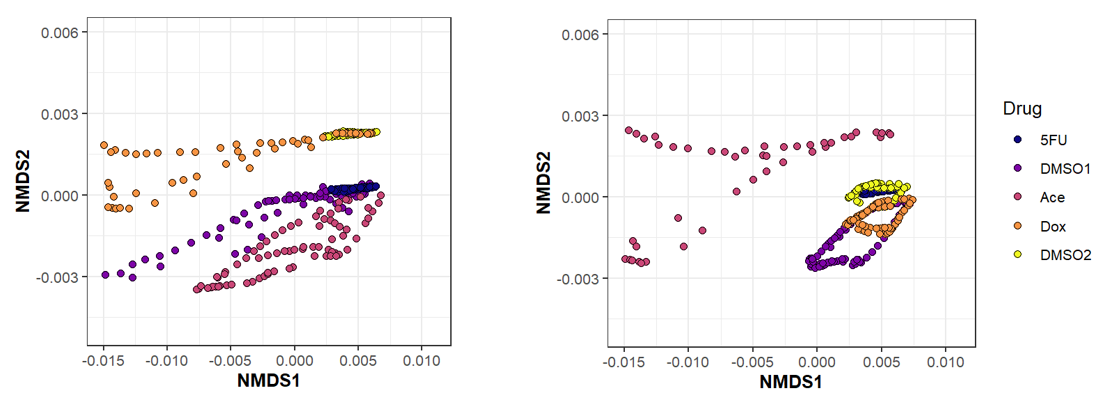

**Supplemental Figure 6. RIPTiDe models after integration with metabolomics and transcriptomics data.** NMDS of the 50 flux samples for each condition at (a) 6 hours and (b) 24 hours. For each flux sample, fluxes were only taken for the 112 reactions that are shared between all conditions.

|  | **Up-Regulated** | | **Down-Regulated** | |
| --- | --- | --- | --- | --- |
|  | **6 Hours** | **24 Hours** | **6 Hours** | **24 Hours** |
| **5FU** | 3573 | 4047 | 3453 | 4030 |
| **Ace** | 2449 | 2606 | 2272 | 2883 |
| **Dox** | 4892 | 6076 | 4489 | 5734 |

**Supplemental Table 1. Differential expressed genes separated by treatment, time point, and direction of change.** This table clarifies which DEGs in Fig 2C are up-regulated and down-regulated.

|  | **6 hours** | | **24 hours** | |
| --- | --- | --- | --- | --- |
|  | **# reactions** | **p-value** | **# reactions** | **p-value** |
| **5FU** | 122 | 0.2755 | 122 | 0.1055 |
| **DMSO1** | 129 | 0.1909 | 129 | 0.0225 |
| **Ace** | 130 | 0.1991 | 122 | 0.0512 |
| **Dox** | 121 | 0.1693 | 148 | 0.0004 |
| **DMSO2** | 129 | 0.0213 | 133 | 0.0228 |

**Supplemental Table 2. RIPTiDe models after integration with metabolomics and transcriptomics data.** The number of reactions included in each model and the p-value for the Spearman correlation between reaction flux and transcript abundance.

How the deposited data were processed for this re-analysis (not part of the article)

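Transcript abundance was measured by RNA sequencing in primary neonatal rat cardiomyocytes treated with 5FU, Ace or Dox, or with the DMSO share of the 5FU wells (DMSO1) or of the Ace and Dox wells (DMSO2), for 6 or 24 hours. The 65 libraries form 10 groups of 6 or 7. According to the paper, polyA RNA was sequenced in paired reads, kallisto assigned the reads to rat transcripts, tximport summed them to genes with Entrez identifiers, and genes with low counts throughout were removed. The values analysed are the estimated counts as deposited. The authors made them with kallisto and tximport and removed genes with low counts before deposition. They are whole numbers and were not normalized. A check of the table gave 14554 genes, whole numbers only, no gene with a count of 10 or more in fewer than 6 libraries, and library totals that differ, as in unscaled counts. The conditions of the libraries were read from their labels. The columns carry no replicate numbers, so libraries were numbered within each group only as labels, and no library of one group was paired with a library of another. Viability, metabolomics and the metabolic model were not analysed here.

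Symbols came from the annotation of the rat assembly GRCr8 and were used for names only; 14009 of the identifiers have one. Genes with a count of at least 10 in at least 1 library were kept, which removed nothing. Library totals ran from 14332827 to 25738297, and 11908 genes had a count of at least 10 in every library, so that most fold changes are limited by the spread between cultures and not by sampling. A group whose libraries all had 3 counts or fewer for a gene was treated as at the floor, and a fold against it is given as a lower bound.

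Analyses were run in R 4.3.3. Counts were scaled with TMM factors and fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest) in 1 model with the 10 groups as terms. There were 12 contrasts: each drug against its own DMSO control at each time point, DMSO1 against DMSO2 at each time point, for each drug the 24-hour effect minus the 6-hour effect, and 24 against 6 hours in the controls. DEGs were genes at a Benjamini-Hochberg FDR below 0.01. The variance-stabilizing transformation came from DESeq2 1.42.0, the PCA from prcomp with genes centred and scaled to unit variance, and PERMANOVA from vegan 2.7.1 with 100000 permutations on Euclidean distances.

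The Hallmark pathways and the metabolic model are not among the data used here. In their place stood 32 lists of genes written by hand from general knowledge, with 735 genes, of which 680 were in the table; 31 lists had at least 5 genes and were tested in 8 comparisons. The genes of the mitochondrial genome have no counts in the table, so their list was left out. The lists of the paper's themes cover DNA repair, DNA replication, G2/M and mitosis, p53 targets, Myc targets, oxidative phosphorylation, and EMT and extracellular matrix. They also cover nucleotide synthesis, central carbon metabolism, fatty acid oxidation, lipid synthesis, ROS detoxification, nitric oxide synthesis and hypoxia. The other lists are set apart below as outside those themes. They are markers of cardiomyocytes, fibroblasts, endothelial cells and macrophages, the fetal gene program, ribosomal proteins, RNA polymerases, NRF2 targets and ATF4 targets. Of these, the paper does mention the fetal gene program and tasks of RNA synthesis. Each list was tested with camera of limma 3.58.1 (correlation between genes preset at 0.01, on log2 CPM with a prior count of 2), with a one-sided Fisher's exact test for an excess of DEGs, and with a score, the mean over the list of the log2 fold change of DEGs with 0 for other genes, set against 10000 random lists matched on expression in 20 bins. The 248 p-values of each of these tests were adjusted together, with 0.1 as the threshold. An exact permutation of the libraries on the mean of a list minus that of all genes was added after the data were seen.

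The lists, comparisons, tests, thresholds and the alternatives were set before the data were examined, and so was the rule for named genes: any gene of a list beside the claim its list belongs to, the 3 genes with the largest increase and the 3 with the largest decrease in each comparison among DEGs with a symbol and a mean count of at least 100, and the 5 genes with the largest loadings on each of the first 2 components. Genes named outside this rule, chosen after their values were seen, are the genes with a wide spread within groups, the genes whose counts complete theirs, Nppb and Xirp2 in the drug groups, and Nppb, Xirp2, Myh7, Acta1 and Gdf15 in 1 Dox library. The alternatives were the DESeq2 Wald test, DESeq2's size factors and library size only in place of TMM, a fit of the compared groups only, the filter filterByExpr and no filter, an FDR below 0.1, a minimum log2 fold change of 1, unscaled genes, the 500 genes with the largest variance or log2 CPM in the PCA, Bray-Curtis distances and a run without Dox in the PERMANOVA, camera with the correlation estimated for each list, fry, and random lists drawn from the metabolic lists. Each library was also left out in turn. For every comparison 100 splits of the same libraries, the real one included, were fitted with a fixed seed.

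The code was tested on simulated counts with the fitted spread and library sizes. Of 100 genes changed by 1 on the log2 scale 99 were called, of 100 changed by 2 all were, and 4 of 14324 unchanged genes were called. The median absolute error of the log2 fold change was 0.0522. A list of 30 genes shifted by 0.4 was called by every list test (camera p = 1.0e-43; permutation p = 0.0022 over the libraries, the smallest they can give).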

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

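The tests on the DMSO1 24-hour library 1, on the Dox 24-hour library 7, on the ribosomal protein list, on the marker lists and on the scaling, and the search through the lists outside the paper's themes, were chosen only after the results were seen. The splits of the libraries and the differences between the time points were set before the data were examined.

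Samples far from the rest of their group were looked for with Dixon's test in 9 measures (the total count, the first 3 components of the PCA, and the CPM of Cdkn1a, Mdm2, Cmpk1, Nos3 and Crls1) in each of the 10 groups. Of these 90 tests 15 found a library far from the others, where chance gives 4.5. In the DMSO1 24-hour group and the Dox 24-hour group 1 library each was found in several measures, and the 6 remaining cases, about as many as chance gives, were in 6 different groups.

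The DMSO1 24-hour library 1 was at -36.2 on PC1 (the other 5 from -47.2 to -45.7) and at 26.9 on PC3 (the others from -28.9 to -26.1). It had 699 CPM of Cdkn1a (the others 95.8 to 114), 191 CPM of Mdm2 (51.6 to 59.7) and 10.9 CPM of Nos3 (18.6 to 20.3). Its total count of 19433786 lay among those of the other 5 (14332827 to 19512827), which argues against library size. Over 723 genes that separate the 5FU 24-hour libraries from the other 5, it lay at a median share of 0.536 of the way to 5FU. The 5FU libraries themselves lay at 0.976 to 1.04, which argues against a 5FU library under the wrong name. A mixture with 5FU material at a single share is argued against as well, since the quartiles of the share over the genes were 0.343 apart. In 30 simulated mixtures they were at most 0.161 apart. The share was 1.03 for 11 p53 target genes, 0.622 for 31 EMT genes and 0.596 for 7 fibroblast markers. Across genes, its deviations from the other 5 libraries had a Pearson correlation of 0.553 with the effect of 5FU at 24 hours, 0.294 with that of Ace and 0.199 with that of Dox. These effects were taken against DMSO2, so that no library was shared. An exposure that moves genes as 5FU does may therefore have reached this culture, but the sample labels give no such exposure and other stresses were not tested. Without this library the DEGs between DMSO1 and DMSO2 at 24 hours numbered 10 instead of 63, and the log2 fold change of Cdkn1a between them was 0.043 instead of 0.98.

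The Dox 24-hour library 7 had a total count of 25738297 (the other 6 from 15921229 to 17856544). It was at 201 on PC1 (185 to 192) and at 11.0 on PC3 (-4.04 to 1.46), and had 16.2 CPM of Crls1 (11.7 to 13.5). In this library 56 genes were at least 2-fold from the nearest of the other 6, all of them lower, against 0 to 5 such genes in the other libraries. After its counts were thinned to the median total of the others, 91.1% of the 56 genes (51) were still 2-fold away, which argues against library size as the cause. A mixture with DMSO2 material at a single share would bring the library nearer to DMSO2. Over 3636 genes it lay at a share of -0.0383, on the far side of the other 6 libraries (-0.0157 to 0.0119), which argues against that. Among its lower genes, named after their values were seen, were Nppb (14.2 CPM, the others 39.9 to 55.02), Xirp2 (23.0, the others 52.8 to 74.5), Myh7 (473, the others 1094 to 1483) and Acta1 (157, the others 604 to 1082). A stronger response to Dox does not follow from the share. Cdkn1a (908 CPM, the others 975 to 1407), Mdm2 (307.9, the others 362 to 412) and Gdf15 (169, the others 205 to 447), which rise with Dox, were lowest in this library. Nothing in the sample labels sets it apart, and no biological explanation was tested. Without it the E2F target list had a median of 0.40 instead of 0.24 in Dox against DMSO2 at 24 hours.

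The other 6 cases were single measures of single libraries, for which no explanation was tested. They were the Ace 6-hour library 5 at -26.5 on PC1 (the others -25.1 to -24.3), the 5FU 6-hour library 1 at 62.1 on PC3 (46.1 to 49.6) and the DMSO1 6-hour library 4 at -22.6 on PC3 (-24.1 to -23.8). In the DMSO1 24-hour library 6 Cmpk1 was at 83.8 CPM (67.4 to 70.8), in the Dox 6-hour library 4 Nos3 was at 14.4 CPM (6.82 to 10.0), and in the DMSO2 24-hour library 5 Crls1 was at 25.6 CPM (27.4 to 28.7).

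The effect of each drug at 24 hours differed from its effect at 6 hours. With edgeR's quasi-likelihood test of that difference, 5755 genes were past the FDR threshold for 5FU, 1694 for Ace and 9424 for Dox. For 5FU, 1 of the 100 splits of the libraries (the real one) gave as many genes, and the highest other split gave 2842. For Dox it was 1 of the 100 splits, with 6321 in the highest other. For Ace it was 2 of the 100 splits, and the other of these gave 4220. Leaving out each library in turn gave 5475 to 6016, 1476 to 1759 and 9271 to 9433 genes.

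By camera, 38 pairs of list and drug differed between the time points (median difference on the log2 scale, genes up and down, FDR). Of these 13 concern lists that the paper links to the drug. For 5FU these were G2/M (0.93, 34 and 0, 5.5e-13), Myc targets (0.16, 15 and 2, 0.013), TCA cycle (-0.21, 2 and 9, 0.0083), EMT (-0.85, 3 and 41, 1.4e-13) and oxidative phosphorylation (-0.14, 1 and 13, 0.014). For Ace these were, by camera, E2F targets (0.56, 32 and 1, 2.8e-25), G2/M (1.47, 39 and 0, 1.4e-74) and EMT (-0.36, 1 and 21, 7.5e-09). For Dox these were, by camera, G2/M (0.59, 24 and 4, 0.0032), TCA cycle (-0.71, 0 and 17, 4.4e-06), EMT (-0.67, 11 and 39, 5.0e-05), oxidative phosphorylation (-0.38, 0 and 48, 7.7e-07) and p53 targets (1.00, 23 and 1, 0.00020).

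Other lists of the paper's themes that differed by camera were fatty acid oxidation with 5FU (-0.28, 2 and 13, 0.011), Ace (-0.12, 0 and 1, 0.055) and Dox (-0.43, 3 and 17, 0.0025), and hypoxia with Dox (0.60, 12 and 2, 0.038). With Ace there were also, by camera, deoxynucleotide synthesis (0.35, 7 and 0, 0.00042), DNA repair (0.099, 14 and 3, 0.00091), cholesterol synthesis (0.19, 5 and 0, 0.0045), oxidative phosphorylation (-0.090, 0 and 1, 0.0045) and Myc targets (0.080, 4 and 0, 0.027). Among the lists outside those themes, the camera differences with 5FU were ribosomal proteins (-0.55, 0 and 22, 2.2e-08), fibroblast markers (-1.29, 1 and 9, 4.9e-06), cardiomyocyte markers (-0.39, 2 and 11, 0.0021), RNA polymerases (0.34, 13 and 5, 0.0032) and ATF4 targets (-0.49, 1 and 8, 0.0072). With Ace they were, by camera, fibroblast markers (-0.74, 0 and 8, 3.4e-08), ribosomal proteins (-0.14, 0 and 0, 0.013), RNA polymerases (0.11, 2 and 0, 0.019), macrophage markers (-0.39, 0 and 2, 0.053), NRF2 targets (0.16, 2 and 0, 0.075) and cardiomyocyte markers (-0.10, 0 and 4, 0.088). With Dox they were, by camera, cardiomyocyte markers (-2.18, 0 and 18, 7.7e-09), fibroblast markers (-1.92, 0 and 11, 1.8e-05), NRF2 targets (1.65, 9 and 1, 0.00045), macrophage markers (-1.58, 0 and 9, 0.0012) and endothelial markers (-0.48, 1 and 6, 0.058). As many lists were called in 71 of the 100 splits for 5FU, 25 of the 100 for Ace and 69 of the 100 for Dox, so the number of lists alone does not set the real grouping apart.

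The technical explanations that apply to these differences are the scaling, a batch and the within-group spread. None of the 38 medians changed sign with DESeq2's size factors or the library size only. With library size only, though, the negative medians of Ace shrank and its positive ones grew. Oxidative phosphorylation in Ace went from -0.090 to -0.0028, cardiomyocyte markers from -0.10 to -0.014 and fatty acid oxidation from -0.12 to -0.035. The time points may have been processed as 2 batches, for which there are no labels. A batch that moved drug and control alike would leave the difference at 0, but one that acted on them unequally cannot be told apart from the time of exposure. The controls themselves moved between the time points. Their E2F and G2/M lists were lower at 24 hours (-1.03 with 0 genes up and 38 down, and -0.97 with 0 up and 39 down), and so were Myc targets (-0.56) and oxidative phosphorylation (-0.15), while EMT was higher (0.23). As many genes as in the controls (9397) came from 1 of the 100 splits, the highest other giving 3886, and as many lists from 8 of the 100 splits. The higher effects at 24 hours of each drug on G2/M genes and of Ace on E2F targets are thus read against controls that had fallen. The length of exposure, which the design names, stays open as the biological explanation.

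The lists set apart as outside the paper's themes are 9, and all were searched. They are markers of cardiomyocytes, fibroblasts, endothelial cells and macrophages, the fetal gene program, ribosomal proteins, RNA polymerases, NRF2 targets and ATF4 targets. The paper does mention the fetal gene program and tasks of RNA synthesis. Of the 54 pairs of list and drug comparison, 19 had a camera FDR and a fry FDR below 0.1, a score p below 0.1 and a median more than 2 times that between DMSO1 and DMSO2 at that time point. With the correlation between genes estimated for each list, only the NRF2 list in Ace at 24 hours was still called by camera. By the exact permutation of the libraries all 19 had p of 0.0087 or less. None of the 19 medians (0) changed sign with DESeq2's size factors or the library size only, which argues against the scaling as their cause.

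Ribosomal protein genes were higher at 6 hours with 5FU (0.31, 22 of 24 genes up and 0 down, camera FDR 0.00014) and Dox (0.43, 23 up and 0 down, camera FDR 2.1e-05), and lower at 24 hours with 5FU (-0.23, 1 up and 12 down, camera FDR 0.024). Libraries of the same group also differed along an axis shared by all groups, which held 15.7% of the variance within groups over 9833 genes. Of 10000 lists matched on that axis, a share of 0.38 stood as far out as the ribosomal list in 5FU at 6 hours, and 0.27 in Dox. A difference between libraries along this axis, technical or not, may therefore explain the rise at 6 hours in both. The decline at 24 hours was not tested in this way, and RNA quality has no measure in the data.

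NRF2 targets were higher with Ace at 6 hours (0.46, 6 of 10 genes up and 0 down, camera FDR 8.4e-05) and 24 hours (0.67, 8 up and 1 down, camera FDR 3.3e-06), and with Dox at 24 hours (1.34, 8 up and 1 down, camera FDR 0.012). Of the 10 genes 4 are also in the ROS detoxification list, 1 in the hypoxia list and 1 in the ATF4 list. With 5FU at 24 hours ATF4 targets were lower (-0.56, 1 of 16 genes up and 12 down, camera FDR 0.00056) and RNA polymerase genes were higher (0.31, 12 of 22 genes up and 6 down, camera FDR 0.018). The drugs, which the design names, stay open as the biological explanation, and beyond the scaling no technical one was tested for these lists.

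At 24 hours the marker lists of several cell types were lower. Fibroblast markers fell with 5FU (-1.25, 12 of 12 genes down, camera FDR 1.3e-07), Ace (-1.26, 11 down and 0 up, camera FDR 5.1e-12) and Dox (-2.14, 12 down, camera FDR 2.8e-05). Endothelial markers fell with 5FU (-0.71, 8 of 11 genes down and 0 up, camera FDR 0.0073) and Dox (-2.21, 9 down and 1 up, camera FDR 0.0040, the same with the 1 gene at the floor set to its bound), and with Dox at 6 hours (-1.40, 10 down and 0 up, camera FDR 0.00068). Macrophage markers fell with Ace (-0.55, 7 of 11 genes down and 0 up, camera FDR 0.0063) and Dox (-1.16, 9 down and 1 up, camera FDR 0.047, and -1.06 with genes at the floor set to their bound). Cardiomyocyte markers fell with 5FU (-0.25, 10 of 19 genes down and 2 up, camera FDR 0.013), Ace (-0.25, 7 down and 1 up, camera FDR 0.072) and Dox (-1.66, 17 down and 0 up, camera FDR 6.4e-05). For Ace, 2 of the 14 fits that each left out 1 library missed the cardiomyocyte list (medians from -0.26 to -0.23).

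At 24 hours Col1a1 was at 6878 CPM in DMSO2, 7051 in DMSO1, 2973 with 5FU, 3898 with Ace and 1618 with Dox, and Cdh5 was at 101, 78.1, 42.6, 55.6 and 8.04 CPM. In the same order Lyz2 was at 52.2, 53.0, 37.3, 34.2 and 23.4 CPM, and Myh6 was at 17970, 13520, 7422, 19190 and 1029 CPM. All the 12 fibroblast markers had counts in these cultures, and 7 of the 12 are also in the EMT list. Fewer fibroblasts and nothing else would lower their markers by 1 factor. That holds only if no other cell type expresses them and all fibroblasts express them alike. In 5FU 66.7% of the 12 markers (8), in Dox 58.3% (7) and in Ace 50.0% (6) lay more than 3 standard errors from the list's median. Normal errors give fewer than 1. This criterion replaced a first one of more than 50% of the markers after its outcome was known, and Ace had not passed the first one. Expression by cell type was not measured, so the unequal declines cannot exclude fewer fibroblasts as the sole cause. Fewer fibroblasts, lower expression in each cell, or both stay open. A lower share of cardiomyocytes with Dox and nothing else would raise the markers of the other cell types. The fibroblast median of -2.14 was below the cardiomyocyte median of -1.66, which argues against that as the sole cause. Fibroblast markers also fell with 5FU (-1.25) and Ace (-1.26), so a separate decline could hide such a rise. A loss of cardiomyocytes together with other changes stays open. The paper reports more cell death with Dox at 24 hours. The endothelial and macrophage declines were not tested for a loss of cells.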

How the results depend on the processing

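The exact permutation of the libraries on list means, and the fits that left out each library for lists and named genes, were chosen after the data were seen. The other alternatives were set before. No paired analysis was possible because the columns carry no replicate numbers, so the replicate block was not run. Where a result changed, the cause was not tested unless the construction of the alternative is given as the cause.

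The number of DEGs stayed within 1.5 times in all 12 comparisons with DESeq2's size factors, library size only and filterByExpr. Using no filter was void, since it removed or added no gene. With the DESeq2 Wald test 11 of the 12 counts stayed within 1.5 times, and DMSO1 against DMSO2 at 24 hours rose from 63 to 181. With a fit of the compared groups only 9 did, and the Ace difference between time points gave 2684, DMSO1 against DMSO2 1565 at 6 hours and 17 at 24 hours. An FDR below 0.1 admits more genes by construction, and 8 counts stayed within 1.5 times. The 4 others were Ace at 6 hours (7120), the Ace difference (3867), and DMSO1 against DMSO2 at 6 hours (4751) and 24 hours (764). A minimum log2 fold change of 1 admits fewer genes by construction. It left 877 for 5FU, 384 for Ace, 2235 for Dox and 165 for DMSO1 against DMSO2 at 6 hours, and 1490, 891, 5688 and 8 at 24 hours. For the differences between time points it left 1048 (5FU), 340 (Ace) and 3770 (Dox), and for the controls over time 1249. Leaving out each library in turn kept 11 of the 12 counts within 1.5 times. DMSO1 against DMSO2 at 24 hours ran from 10 (without DMSO1 library 1) to 162 (without DMSO1 library 4) and moved past 1.5 times in 10 of the 13 fits, so its count rests on single libraries.

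The overlap of lists with DEGs of at least that fold change, in percent of the list, fell below the threshold in 7 of 47 results. These were E2F targets in Ace at 6 hours (2.38), oxidative phosphorylation and ribosomal proteins in 5FU and Dox at 6 hours (0 each), RNA polymerases in 5FU at 24 hours (9.09) and p53 targets in Ace at 24 hours (10.7). It rose past the threshold in 6: endothelial markers in Dox at 6 and 24 hours (81.8 each), EMT (57.6), fibroblast markers (91.7) and p53 targets (75.0) in Dox at 24 hours, and p53 targets in Dox at 6 hours (42.9). A minimum fold change leaves out small changes by construction.

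The separation of Dox on PC1 and of the time points on PC2 held with unscaled genes, the 500 genes with the largest variance and log2 CPM. The share of variance of PC1, 35.4% with scaled genes, was 49.1% with unscaled genes and 66.4% with the 500 genes, and that of PC2, 18.8%, was 13.5% with the 500 genes. Of the top 100 genes of PC1, 1 was in the phospholipid list with unscaled genes and with the 500 genes, instead of 4. With the 500 genes 3 were in the p53 list instead of 2, which was no longer below an unadjusted hypergeometric p of 0.05, since fewer genes were drawn from (adjusted over all lists, the 2 were not past the threshold either). Of the top 100 genes of PC2, 0 were in the Myc list with unscaled genes and with the 500 genes, instead of 2. With log2 CPM no PCA result moved. Neither Bray-Curtis distances nor leaving out Dox changed the PERMANOVA calls.

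Fry called 22 lists with 5FU, 16 with Ace and 24 with Dox at 6 hours, and 21 with 5FU and 29 with Dox at 24 hours, each more than 1.5 times the number by camera. Among the 47 list results set against the alternatives (those at a pathway statement of the paper and the 19 of the search through other lists), its additional calls (median log2 fold change) were DNA repair in Dox at 6 hours (0.10), 5FU at 24 hours (0.17) and Dox at 24 hours (0.041), G2/M in Dox at 6 hours (-0.23), glycolysis in 5FU at 24 hours (-0.10), and E2F targets (0.24) and oxidative phosphorylation (-0.037) in Dox at 24 hours. With library size only DNA repair in Dox at 6 hours was at -0.051 and oxidative phosphorylation in Dox at 24 hours at 0.0097. The exact permutation of the libraries called 19 lists with 5FU and 29 with Dox at 6 hours, and 27 and 26 at 24 hours. Among the 47 results its additional calls (list mean minus that of all genes) were DNA repair in 5FU at 6 hours (0.058), Dox at 6 hours (0.069) and 5FU at 24 hours (0.17), G2/M in Dox at 6 hours (-0.25), and E2F targets (0.24) and oxidative phosphorylation (-0.22) in Dox at 24 hours. The fit of the compared groups only added G2/M in Dox at 6 hours (-0.22). With DESeq2's size factors or filterByExpr none of the 47 calls or camera directions changed, while the median of oxidative phosphorylation in Dox at 24 hours was 0.0048 with size factors.

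With the correlation between genes estimated for each list, camera called 4 lists in Ace at 24 hours and 0 in the 7 other comparisons, where the lists with an unadjusted p below 0.05 were 2 (5FU), 3 (Ace), 2 (Dox) and 5 (DMSO1 against DMSO2) at 6 hours and 3 (5FU), 3 (Dox) and 6 (DMSO1 against DMSO2) at 24 hours. Larger estimated correlations lower the call by construction and leave the medians unchanged. Of the 47 results 37 were no longer called. At 6 hours these were E2F targets in 5FU (0.20), Ace (0.29) and Dox (0.23), G2/M in 5FU (-0.89) and Ace (-0.62), Myc targets in 5FU (-0.16) and Dox (0.24), oxidative phosphorylation in 5FU (0.36) and Dox (0.34), p53 targets in 5FU (0.66) and Dox (0.91), and EMT in Ace (-0.30). The others at 6 hours were ribosomal proteins in 5FU (0.31) and Dox (0.43), NRF2 targets in Ace (0.46) and endothelial markers in Dox (-1.40). At 24 hours those in 5FU were EMT (-1.09), ATF4 targets (-0.56), RNA polymerases (0.31), ribosomal proteins (-0.23), and the cardiomyocyte (-0.25), fibroblast (-1.25) and endothelial (-0.71) markers. Those in Ace were G2/M (0.74), EMT (-0.68), p53 targets (0.41), and the cardiomyocyte (-0.25), fibroblast (-1.26) and macrophage (-0.55) markers. Those in Dox were Myc targets (0.49), EMT (-0.62), p53 targets (1.97), NRF2 targets (1.34), and the cardiomyocyte (-1.66), fibroblast (-2.14), endothelial (-2.21) and macrophage (-1.16) markers.

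Random lists drawn from the metabolic lists in place of all genes changed 5 of 29 scores (score minus the mean of the random lists). Those in 5FU at 6 hours were TCA cycle, glycolysis and purine synthesis. The TCA cycle (-0.009) went from above to below the random lists and was no longer past the threshold (permutation p = 0.74). Glycolysis (-0.11) went from above to below and was now past the threshold as lower (permutation p = 0.034). Purine synthesis (-0.15) was now past the threshold. Those in 5FU at 24 hours were TCA cycle (-0.11, from above to below and now past the threshold as lower, permutation p = 0.041) and glycolysis (-0.16, now past the threshold).

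Of the 147 named gene results, those that reversed were near 0. Xpc in Dox at 6 hours was 0.0049 with DESeq2 and 0.0059 with DESeq2's size factors, instead of -0.028, and with library size only it was lower past the threshold (-0.18). With library size only Cmpk1 in Dox at 6 hours was -0.13 and Gsr in Ace at 24 hours was 0.059, and with the fit of the compared groups only Gsr was 0.0051. Other results changed as follows: with DESeq2 2 were stronger and 1 weaker, and with its size factors 1 was stronger. With library size only 2 were stronger and 3 weaker, and with the compared groups only 1 was stronger and 5 weaker. The 3 weaker with library size only were Cdkn1a in Ace, Pcna in 5FU and Cs in Dox, all at 6 hours. Of the fits without 1 library, 11 reversed a named gene, 74 weakened one and 7 strengthened one. Among the weakened were all 13 fits for Cdkn1a in Ace at 6 hours, just short of the threshold (0.68 to 0.71). That model shares 1 spread per gene over all groups, and the fit of the compared groups only kept the call. The reversed genes ran from -0.037 to 0.039 (Cmpk1 in 5FU at 24 hours, positive without 5FU library 4 or DMSO1 library 6), -0.0050 to 0.040 (Cmpk1 in Dox at 6 hours, negative without Dox library 6) and -0.022 to 0.018 (Gsr in Ace at 24 hours, in 8 of the 14 fits).

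Leaving out each library changed 2 of the 47 list calls. Myc targets in 5FU at 6 hours ran from -0.20 to -0.14 and were not called without 5FU library 6 (camera FDR 0.10) or DMSO1 library 2 (camera FDR 0.12). Cardiomyocyte markers in Ace at 24 hours ran from -0.26 to -0.23 and were not called without Ace library 2 (camera FDR 0.11) or DMSO2 library 7 (camera FDR 0.10). Sampling depth limits few of these results, since most genes had at least 10 counts in every library.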

Differences from the paper's values

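For DMSO1 against DMSO2 at 24 hours the paper shows about 160 DEGs in Fig 2C, read by eye, and 63 genes were past an FDR of 0.01 with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, the DESeq2 Wald test, the tool the paper names, gave 181 and closed the gap. DESeq2's size factors (69), library size only (88), filterByExpr (65), a fit of the compared groups only (17), an FDR below 0.1 (764), a minimum log2 fold change of 1 (8) and no filter (63, which removed nothing) did not. Of the fits that left out 1 library, 1 gave 162 and the others 10 to 85. The 13 other counts compared and the shares of variance of PC1 and PC2 were within 1.5 times of the paper's.

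The paper tested its pathways for enrichment among DEGs, with no direction given. Camera, fry and the permutation test a shift of a list in a common direction, which is another measure. Fisher's exact test, the nearest here to the paper's, called no list with Dox at 24 hours. The paper has DNA repair enriched with 5FU and Dox at both time points. Fisher's exact test did not call the DNA repair list with either drug at either time point. By camera the DNA repair list was not called with 5FU at 6 hours (0.0073, or -0.067 with library size only, FDR 0.85) or 24 hours (0.17, FDR 0.16), or with Dox at 6 hours (0.10, or -0.051 with library size only, FDR 0.41) or 24 hours (0.041, FDR 0.62). Fry called it in Dox at 6 hours, 5FU at 24 hours and Dox at 24 hours, and the exact permutation of the libraries, chosen after seeing the data, in 5FU at both time points and Dox at 6 hours. Camera called it with Ace at 6 hours (0.12, FDR 0.0040) and 24 hours (0.24, FDR 3.1e-07), where the paper does not list it.

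The paper has the G2/M pathway enriched with all 3 drugs at 6 hours. With Dox the list here had a median of -0.23 and a camera FDR of 0.14. Fry, the fit of the compared groups only and the permutation chosen after seeing the data called it. The paper has E2F targets enriched with Dox at 24 hours, where the list had a median of 0.24 and a camera FDR of 0.29, and was called by fry and by that permutation. Camera called E2F targets with 5FU at 24 hours (0.20, FDR 0.075), where the paper does not list them.

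The paper has oxidative phosphorylation enriched at 24 hours with Dox only. By camera the list was not called with Dox (-0.037, or 0.0048 with DESeq2's size factors and 0.0097 with library size only, FDR 0.39) and was called with 5FU (0.20, FDR 0.00023). Fry and the permutation chosen after seeing the data called it with Dox. The paper lists P53 at 6 hours with 5FU and Dox and at 24 hours with Ace and Dox. Camera also called the p53 list with Ace at 6 hours (0.30, FDR 0.00021) and with 5FU at 24 hours (0.41, FDR 5.7e-05). Fisher's exact test called the p53 list with 5FU at 6 hours and Ace at 24 hours and not with Dox. The paper has glycolysis enriched with 5FU at 24 hours, where the list had a median of -0.10 and a camera FDR of 0.58. Fry called it, and its score against random metabolic lists had a permutation p of 0.052, under the threshold of 0.1.

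Among the metabolic tasks, the paper has nucleotide synthesis up with 5FU at both time points and with Dox at 6 hours. With 5FU at 6 hours the medians here were -0.10 for purine and -0.27 for pyrimidine synthesis, and at 24 hours 0.030 and 0.044, and neither camera nor the score called them. Against random metabolic lists purine synthesis in 5FU at 6 hours was lower (permutation p = 0.058). Fry called purine synthesis with Dox at 6 hours as higher (median 0.15, or -0.0081 with library size only), as did the permutation chosen after seeing the data. By those 2 tests deoxynucleotide synthesis and nucleotide phosphorylation were higher with 5FU at both time points. So were nucleotide phosphorylation and pyrimidine synthesis (0.092, or -0.061 with library size only) with Dox at 6 hours. By that permutation purine and pyrimidine synthesis were higher with 5FU at 24 hours.

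The paper has central carbon tasks up with 5FU at both time points and with Dox at 6 hours. At 24 hours with 5FU the TCA cycle list had a median of 0.13 (camera FDR 0.45) and glycolysis -0.10. With 5FU and Dox at 6 hours camera called the TCA cycle as higher and did not call glycolysis (0.24 and 0.34, FDR 0.37 and 0.18), which fry called as higher in both. Against random metabolic lists glycolysis was lower with 5FU at 6 hours (permutation p = 0.034) and the TCA cycle with 5FU at 24 hours (permutation p = 0.041). The permutation chosen after seeing the data called the TCA cycle as higher there. The paper has the pentose phosphate pathway down with 5FU at 6 hours, where the list had a median of 0.10 with 3 genes up and 0 down and was called as higher by fry and by that permutation. The paper has ROS detoxification down with Ace at both time points. The list here was higher than random lists at 6 hours (median 0.053, score permutation p = 0.0036) and 24 hours (median 0.073, score permutation p = 0.00060).

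The paper has nitric oxide synthesis from arginine down with 5FU at 24 hours and with Ace at both time points. The list had medians of -0.47, 0.055 and -0.064 (camera FDR 0.34, 0.62 and 0.59). Fry and the permutation chosen after seeing the data called it as lower with 5FU at 24 hours, and Fisher's exact test, which has no direction, called an excess of DEGs in the list. The paper has lipid synthesis up with Ace at 6 hours, where camera called neither phospholipid (-0.0035, FDR 0.64), sphingolipid (0.11, FDR 0.23) nor cardiolipin (-0.086, FDR 0.52) synthesis. Fry and the permutation chosen after seeing the data called sphingolipid synthesis as higher.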

Other observations

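The tests of the DMSO share and of fewer reads for the fetal gene program, and of a shift of short transcripts, were chosen only after the results were seen, and their criteria were revised after a first outcome was known. The axis shared by libraries and the genes with a wide spread had been noticed before they were tested, while the outcomes of those tests and the trend with the total count had not been seen.

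For the comparisons within a time point, 1 of the 100 splits of the libraries (the real one) gave as many genes past the FDR threshold by edgeR's quasi-likelihood test, in each of the 8 comparisons. The highest other splits gave 4451 genes for 5FU, 3330 for Ace, 6833 for Dox and 1194 for DMSO1 against DMSO2 at 6 hours, and 6475, 2976, 10337 and 1 at 24 hours. As many lists by camera as in the real grouping came from 79 of the 100 splits for 5FU, 64 of the 100 for Ace, 51 of the 100 for Dox and 22 of the 100 for DMSO1 against DMSO2 at 6 hours. At 24 hours it was 25, 8, 29 and 8 of the 100. The number of lists called by camera therefore does not set the real groups apart from random ones, and single lists were not set against the splits.

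At 6 hours nuclear-encoded oxidative phosphorylation genes were higher with 5FU (mean 0.35) and Dox (mean 0.32). Libraries of the same group differ along a shared axis, with 15.7% of the variance within groups over 9833 genes, on which these genes load. Lists matched on the axis had means of 0.14 with 5FU and 0.18 with Dox, and a share of 0.013 of them stood as far out as the list with 5FU and 0.19 with Dox. This argues against the axis as the sole cause with 5FU and leaves it open with Dox. Ribosomal proteins rose too (means 0.30 with 5FU and 0.42 with Dox). In 10000 resamplings of the genes the list exceeded them in 100% with 5FU and 0% with Dox. With neither drug can a shift of short transcripts be told apart from a response of this list, since ribosomal genes can respond themselves and gene lengths are not in the data. The rise of this list at 6 hours may thus be technical with either drug.

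Between DMSO1 and DMSO2 at 6 hours the fetal gene program was higher in DMSO1 (median 1.36, 4 of 6 genes up and 0 down, camera FDR 0.00034), and at 24 hours it was not called (0.43, camera FDR 0.39). At 6 hours Nppb was at 30.7 CPM in 1 DMSO1 library and 196 to 883 in the other 5, and at 28.0 to 40.2 in DMSO2. It was at 108 to 215 with 5FU, 27.2 to 43.2 with Ace, and with Dox at 27.4 in 1 library and 196 to 244 in the other 6. Xirp2 was at 115 CPM in 1 DMSO1 library and 274 to 1511 in the others, and with Dox at 106 in 1 library and 578 to 886 in the others. For the fetal gene program list as a whole, the DMSO1 library was the higher one in 100% of 42 pairs of a DMSO1 and a DMSO2 library. The DMSO share, which sets the 2 control groups apart, cannot be told apart from any other difference between them, since no untreated group varies it alone. Within groups the list rose with the total count over 32 libraries (Pearson r = 0.331, permutation p = 0.035, Spearman rho = 0.438, permutation p = 0.012, and r = 0.434 without the 2 libraries furthest from the median total). The totals of the DMSO1 libraries spanned 1.08-fold and their Nppb counts 26.6-fold (644 to 17111), which argues against fewer reads drawn from the same RNA. A difference between cultures or preparations that also changes the total count may explain the spread and stays open, and no batch labels exist. With the drugs the list was not called by camera: 5FU at 6 hours -0.080 (FDR 0.90) and 24 hours -0.49 (FDR 0.64), Ace 0.087 (FDR 0.90) and 0.26 (FDR 0.60), Dox 1.12 (FDR 0.29) and -0.16 (FDR 0.70).

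For 9 genes with counts of at least 10-fold spread within most groups, partner genes were sought among 113 whose sum with them had an SD within groups below 0.5 times the smaller SD of the 2. A partner was found for 7 of the 9 (after shuffling within groups, for 2): Sbk1, Echs1, Rnf113a1, Aldh18a1 and 3 genes without a symbol. The partners of Sbk1, Rnf113a1 and Aldh18a1 have no symbol, and that of Echs1 was Actg1. Srm was the partner of 2 of the genes without a symbol. Reads shared between near-identical copies may explain these 7, while Atn1 and 1 gene without a symbol had no such partner. Sequence similarity was not examined.

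Effects of the drugs across genes had Pearson correlations of 0.397 (5FU and Ace), 0.316 (5FU and Dox) and 0.329 (Ace and Dox) at 6 hours, and 0.477, 0.236 and 0.413 at 24 hours. Ace and Dox share the DMSO2 libraries. In 100 simulations with the fitted spread, unchanged groups that share them had a mean correlation of 0.479 at 6 hours and 0.498 at 24 hours. With unrelated effects of the observed size the mean was 0.0272 and 0.0122 (highest 0.0477 and 0.0353). Between the time points the correlation was 0.441 for 5FU, 0.513 for Ace and 0.696 for Dox, with no shared library.

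The hypoxia list of 23 genes was higher by camera with Dox at 6 hours (median 0.58, 15 up and 3 down, FDR 0.066) and 24 hours (1.04, 18 up and 3 down, FDR 0.0067). It was not called by camera with 5FU (-0.059, FDR 0.60, and -0.11, FDR 0.62) or Ace (-0.015, FDR 0.88, and -0.023, FDR 0.73, the last positive at 0.033 with library size only). By camera Myc targets were lower with 5FU at 6 hours (-0.16, FDR 0.058) and Ace at 6 hours (-0.11, FDR 0.062) and higher with Dox at 6 hours (0.24, FDR 0.0040) and 24 hours (0.49, FDR 0.010). They were not called with 5FU (0.11, FDR 0.52) or Ace (-0.0069, or 0.051 with library size only, FDR 0.92) at 24 hours. Without the 5FU 6-hour library 6 or the DMSO1 6-hour library 2 the Myc list was not called with 5FU at 6 hours (camera FDR 0.10 and 0.12).

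Between DMSO1 and DMSO2 camera called 13 of the 31 lists at 6 hours and 12 at 24 hours, of which fry also called 12 and 8. The fibroblast list was at -0.46 and -0.24, and the endothelial list at -0.49 and -0.34. GC content and gene length were not examined, since the data hold neither.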
